# A multi-omics analysis identifies molecular features associated with fertility in heifers (*Bos taurus*)

**DOI:** 10.1038/s41598-023-39858-0

**Published:** 2023-08-04

**Authors:** Mackenzie A. Marrella, Fernando H. Biase

**Keywords:** Genomics, Biotechnology, Systems biology

## Abstract

Infertility or subfertility is a critical barrier to sustainable cattle production, including in heifers. The development of heifers that do not produce a calf within an optimum window of time is a critical factor for the profitability and sustainability of the cattle industry. In parallel, heifers are an excellent biomedical model for understanding the underlying etiology of infertility because well-nourished heifers can still be infertile, mostly because of inherent physiological and genetic causes. Using a high-density single nucleotide polymorphism (SNP) chip, we collected genotypic data, which were analyzed using an association analysis in PLINK with Fisher’s exact test. We also produced quantitative transcriptome data and proteome data. Transcriptome data were analyzed using the quasi-likelihood test followed by the Wald’s test, and the likelihood test and proteome data were analyzed using a generalized mixed model and Student’s t-test. We identified two SNPs significantly associated with heifer fertility (rs110918927, chr12: 85648422, *P* = 6.7 × 10^−7^; and rs109366560, chr11:37666527, *P* = 2.6 × 10^−5^). We identified two genes with differential transcript abundance (eFDR ≤ 0.002) between the two groups (Fertile and Sub-Fertile): Adipocyte Plasma Membrane Associated Protein (*APMAP*, 1.16 greater abundance in the Fertile group) and Dynein Axonemal Intermediate Chain 7 (*DNAI7*, 1.23 greater abundance in the Sub-Fertile group). Our analysis revealed that the protein Alpha-ketoglutarate-dependent dioxygenase FTO was more abundant in the plasma collected from Fertile heifers relative to their Sub-Fertile counterparts (FDR < 0.05). Lastly, an integrative analysis of the three datasets identified a series of molecular features (SNPs, gene transcripts, and proteins) that discriminated 21 out of 22 heifers correctly based on their fertility category. Our multi-omics analyses confirm the complex nature of female fertility. Very importantly, our results also highlight differences in the molecular profile of heifers associated with fertility that transcend the constraints of breed-specific genetic background.

## Introduction

The latest data from the Food and Agriculture Organization show that in 2020 more than 46% of the daily protein supply in the world was from animal-based foods (FAO-STATS). Bovine meat and milk accounted for 12.8% of the total protein supply in the world in 2020 (FAO-STATS). These numbers underscore the importance of cattle production to sustain a growing demand for protein globally^1^. Infertility or subfertility is a critical barrier to sustainable cattle production^2^, including in heifers. For example, approximately 15%^3^ and 5%^4^ of beef and dairy heifers, respectively, do not calve at 24 months of age. Heifers that calve at an optimum age have greater productivity and longevity in the herd^5–10^. Therefore, identifying heifers with optimum fertility is a promising approach to improving sustainability in cattle production.

The heritability of breeding values for heifer fertility is often low for beef^11–17^ and dairy^18–23^ heifers, which indicate that there are multiple genetic factors impacting this complex trait beyond additive genetic effects. Another potential avenue for the understanding of infertility is the use of molecular phenotyping^24^. The pioneering efforts focused on genome-wide association studies (GWAS) to identify genetic markers associated with heifer fertility^4,12,25–38^, but only a few seem to be reproducible across populations^37^. More recent efforts have also focused on transcriptome^39–41^ and metabolome^42^ datasets characterizing these molecules in blood samples. Again, limited genes have been identified with differential transcript abundance across datasets^39^. Much research is needed for the identification of molecular features that can help explain fertility fitness.

Altogether, approximately 5% of heifers are infertile^4,43^, and this cohort is a great biological model for studying the genetic bases of infertility for several reasons. First, neither dairy nor beef heifers are under the challenging metabolic demand required for milk production^44–46^. Second, post-partum cows need to undergo a critical period of physiological and anatomical recovery before the next breeding^47–49^. Third, there are several postpartum diseases with negative consequences on reproduction success^50–52^. Reproductive problems in well-managed heifers are inherent to their physiology^20^, most of which are also under genetic control^53^, or directly related to mutations^54^ that impair female reproductive functions.

Angus and Holstein heifers have similar frequencies of infertility or subfertility^4,43^ despite the selection pressures directed at beef or dairy production, and thus have distant genetic background. Most studies involving the identification of biological features associated with fertility in heifers have used either one group of purebred or crossbreed animals^4,12,25–42^. Here, we carried out a case-control^55^ experiment to test the hypothesis that differences in genetic variants, gene transcript, and protein abundance due to fertility fitness would be shared between heifers of different genetic background. Our objective was to contrast genetic variants, gene transcripts, and protein abundance between Fertile and Sub-Fertile heifers from Angus and Holstein genetic backgrounds. We show that both the independent analysis and multi-omics approach identified molecular signatures that capable of discriminating heifers of differing fertility potential, and thus with an underlying biology associated with fertility that is shared between both breeds.

## Methods

All analytical procedures are presented in Additional file 1 and accessible at https://biase-lab.github.io/MultiOmics/.

### Ethics statement

Animal handling for this experiment was approved by the Institutional Animal Care and Use Committee (IACUC) at Virginia Polytechnic Institute and State University.

### Experimental design

We collected blood samples from purebred Angus heifers (n = 12), averaging 14 months in age, at the time of their first artificial insemination (AI) service. Heifers were subjected to a 7-Day Co-Synch + CIDR estrus synchronization protocol prior to breeding. Briefly, heifers were administered an intramuscular (IM) injection of gonadotrophin-releasing hormone (GnRH, 100 μg; Factrel®; Zoetis Inc.) on Day 0, followed by the insertion of a controlled internal drug release (CIDR, 1.38 g Progesterone; Eazi-Breed™ CIDR®; Zoetis Inc.). On Day 7, the CIDR was removed and an injection of prostaglandin F2 alpha (PGF2α, 25 μg; Lutalyse®; Zoetis Inc.) was delivered. Fixed-time AI was performed 54 ± 2 h following CIDR removal alongside a second injection of GnRH.

Additionally, we collected blood samples from purebred Holstein (n = 10) heifers, averaging 12 months in age, at the time of the first AI service. Heifers were enrolled in a 5-Day CIDR-Synch protocol before insemination. Briefly, an IM injection of GnRH was delivered on Day 0 with the insertion of a CIDR device. The CIDR device was removed on Day 5, followed by an IM injection of PGF2α. A second injection of PGF2α was administered 24 hours later. Then, timed AI was performed with a second GnRH injection on Day 8.

Heifers were identified as Fertile (Holstein, n = 5; Angus, n = 5) or Sub-Fertile (Holstein, n = 5; Angus, n = 7) based on their pregnancy outcome, following similar criteria used previously^39,40^. Fertile animals were identified as those who became pregnant and subsequently delivered a calf following the first insemination service. Angus heifers were categorized as Sub-Fertile after failing to achieve pregnancy following two insemination services and exposure to a bull for natural breeding. Holstein heifers were identified as Sub-Fertile after needing four or more artificial inseminations.

Heifers were synchronized with protocols that have been identified by prior research to have high success for a heifer to become pregnant to AI^56,57^. Hence the different protocols for beef and dairy heifers. The criteria for classification were different for each group due to differences in management that are inherent to beef and dairy replacement heifers. Most importantly, each heifer had multiple opportunities to become pregnant before being classified as sub-fertile.

The heifers utilized in this study were not part of a nutritional experiment, and thus nutrition was not accounted as a variable nor was it a factor in the selection of heifers. All dairy heifers were raised with equivalent exposure to feed. Similarly, all beef heifers were raised with equivalent exposure to feed.

### Blood sample collection and white blood cell isolation

Fifty ml of blood were drawn from each animal by venipuncture of the jugular vein using 18 mg K2 EDTA vacutainers (Becton, Dickinson, and Company). The tubes were inverted for proper mixing with the anticoagulant and then immediately placed on ice until further processing.

We processed the blood samples following procedures described elsewhere^39,40,58^ within three hours of sampling^58^. Tubes containing whole blood samples were centrifuged for 25 minutes (min) at 4 °C and 2000×*g* to separate the buffy coat. The buffy coat was then aspirated and mixed with 14 ml of red blood cell lysis buffer (1.55 M ammonium chloride, 0.12 M sodium bicarbonate, 1 mM EDTA (Cold Spring Harbor Protocols)). Then, the solution was centrifuged for 10 min at 4 °C at 800×*g* and the supernatant was discarded. The remaining pellet was mixed with 200 µl TRIzol™ Reagent (Invitrogen™, Thermo Fisher Scientific, Waltham, MA) in a 2 ml cryotube (Corning Inc., Corning, NY) prior to snap-freezing with liquid nitrogen. Samples were then stored at – 80 °C until further processing.

### Total RNA and DNA extraction

The buffy coat samples were thawed at room temperature in a total volume of 525 µl TRIzol™ Reagent. Then, total RNA was extracted from peripheral white blood cells using the Zymo Research Direct-zol™ DNA/RNA Miniprep kit (Zymo Research Corporation, Irvine, CA), according to the manufacturer’s protocol. Next, we assessed the quality of the RNA by quantifying the RNA integrity number (RIN) for each sample using the Agilent RNA 6000 Pico kit (Agilent, Santa Clara, CA) on the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA).

### Genotyping and data processing

We submitted 400 ng of DNA for each heifer to Neogen (Neogen Corporation, Lincoln, NE) for genotyping. The samples were genotyped using the Illumina BovineHD Beadchip (Illumina Inc., San Diego, CA) genotyping array (777K). We processed the data for quality control^59^ using PLINK^60^. First, we removed SNPs that were preferentially called in one of the groups in the case and control. This was followed by the removal of samples with more than 10% of the genotypes missing, and removal of SNPs with a minor allelic frequency less than 1%, a missing rate greater than 10%, or deviation from the Hardy-Weinberg equilibrium (*P* < 0.00001). Next, we carried out variant pruning. We considered a window size of 50 kilobases with five variants in each window at a correlation threshold of 0.2. After pruning, we calculated relatedness and inbreeding coefficients using the parameter ‘--make-rel’ in PLINK (Additional file 2). All reported SNP coordinates are relative to btau9 assembly converted with the LiftOver tool^61^.

### Library preparation and sequencing

For sequencing library construction, 900 ng of total RNA was diluted into 25 µl of nuclease-free water, and RNA quantity was confirmed using the Qubit™ RNA High Sensitivity Assay kit (Invitrogen™, Thermo Fisher Scientific, Waltham, MA) on the Qubit™ 4 Fluorometer (Invitrogen™, Thermo Fisher Scientific, Waltham, MA). Libraries were prepared for next-generation sequencing using the Illumina Stranded mRNA Prep kit (Illumina, Inc., San Diego, CA) and the IDT® for Illumina RNA UD indexes (Illumina, Inc., San Diego, CA) according to the manufacturer’s instructions. Sequencing was conducted on the NovaSeq 6000 sequencing system (Illumina, Inc., San Diego, CA) using the NovaSeq 6000 SP Reagent kit v1.5 (Illumina, Inc., San Diego,CA) to produce paired-end reads 150 nucleotides in length. Sequencing was performed by the VANTAGE laboratory at Vanderbilt University Medical Center (Nashville, TN).

### Sequence alignment and filtering

We aligned the sequences to the cattle reference genome (Bos_taurus.ARS-UCD1.2.105) in the Ensembl^62^ database with hisat2^63–65^ using the -very-sensitive parameter. Then, we used Samtools^66,67^ to filter sequences and remove secondary alignments, duplicates, and unmapped reads. Next, we used biobambam2^68^ to mark and remove duplicates.

### Transcript quantification and gene filtering

The number of fragments that matched to the Ensembl^62^ cow gene annotation (Bos_taurus.ARS-UCD1.2.105) was quantified using featureCounts^69^, and we preserved genes annotated as protein-coding, pseudogenes, or long non-coding RNA. Genes were then retained for further analysis if counts per million (CPM) and fragments per kilobase per million (FPKM) were >1 in at least five samples.

### Proteomics data and processing

One hundred μl of plasma per sample was submitted to the Virginia Tech Mass Spectrometry Incubator (VT-MSI) facility at the Fralin Life Sciences Institute, Virginia Tech, for protein extraction and data collection.

Plasma samples (100 μl) were acidified by the addition of 11.1 µl 12% (v/v) o-phosphoric acid (MilliporeSigma, St. Louis, MO), then proteins were precipitated by the addition of 725 µl LC/MS grade methanol and incubated at -80°C overnight. Precipitated protein was collected by centrifugation and solubilized in S-trap lysis buffer (10% (w/v) SDS in 100 mM triethylammonium bicarbonate ( MilliporeSigma, St. Louis, MO, pH 8.5)). Protein concentration was determined by measuring the absorbance at 280 nm, then 150 μg of protein for each sample was reduced using DTT (4.5 mM) then alkylated with iodoacetamide (10 mM, MilliporeSigma, St. Louis, MO). Unreacted I iodoacetamide was quenched with DTT (10 mM, MilliporeSigma, St. Louis, MO) and samples were acidified using o-phosphoric acid (MilliporeSigma, St. Louis, MO). Protein was again precipitated using methanol and incubated at -80ºC overnight as above. Precipitated protein was loaded onto a micro S-trap and washed with methanol then digested overnight with trypsin. Peptides were recovered and five μg, as determined by measuring the absorbance at 215 nm using a DS-11 FX+ spectrophotometer/fluorometer (DeNovix, Wilmington, DE), of each sample was analyzed twice (duplicates) using ESI-MS/MS Orbitrap Fusion Lumos (Thermo Fisher Scientific (Waltham, MA)).

Samples were first loaded onto a precolumn (Acclaim PepMap 100 (Thermo Scientific, Waltham, MA), 100 µm × 2 cm) after which flow was diverted to an analytical column (50 cm µPAC (PharmaFluidics, Woburn, MA). The UPLC/autosampler utilized was an Easy-nLC 1200 (Thermo Scientific, Waltham, MA). Flow rate was maintained at 150 nl/min and peptides were eluted utilizing a 2 to 45% gradient of solvent B in solvent A over 88 min. Spray voltage on the µPAC compatible Easy-Spray emitter (PharmaFluidics, Woburn, MA) was 1300 volts, the ion transfer tube was maintained at 275 °C, the RF lens was set to 30% and the default charge state was set to 3.

MS data for the m/z range of 400–1500 was collected using the orbitrap at 120,000 resolution in positive profile mode with an AGC target of 4.0e5 and a maximum injection time of 50 ms. Peaks were filtered for MS/MS analysis based on having isotopic peak distribution expected of a peptide with an intensity above 2.0e4 and a charge state of 2–5. Peaks were excluded dynamically for 15 s after 1 scan with the MS/MS set to be collected at 45% of a chromatographic peak width with an expected peak width (FWHM) of 15 s. MS/MS data starting at m/z of 150 was collected using the orbitrap at 15000 resolution in positive centroid mode with an AGC target of 1.0e5 and a maximum injection time of 200 ms. Activation type was HCD stepped from 27 to 33.

Data were analyzed utilizing Proteome Discoverer 2.5 (Thermo Scientific, Waltham, MA) combining a Sequest HT and Mascot 2.7 (Matrix Science, Boston, MA) search into one result summary for each sample. Both searches utilized the UniProt reference *Bos taurus* proteome database and a common protein contaminant database provided with the Proteome Discoverer (PD) software package^70^. Each search assumed trypsin-specific peptides with the possibility of 2 missed cleavages, a precursor mass tolerance of 10 ppm and a fragment mass tolerance of 0.1 Da. Sequest HT searches also included the PD software precursor detector node to identify MS/MS spectra containing peaks from more than one precursor. Sequest HT searches included a fixed modification of carbamidomethyl at Cys and the variable modifications of oxidation at Met and loss of Met at the N-terminus of a protein (required for using the INFERYS rescoring node). Peptide matches identified by Sequest HT were subjected to INFERYS rescoring to further optimize the number of peptides identified with high confidence.

Mascot searches included the following dynamic modifications in addition to the fixed modification of Cys alkylated by iodoacetamide (carbamidomethylated): oxidation of Met, acetylation of the protein N-terminus, cyclization of a peptide N-terminal Gln to pyro-Glu, and deamidation of Asn/Gln residues.

Protein identifications were reported at a 1% false discovery rate (high confidence) or at 5% false discovery rate (medium confidence) based on searches of decoy databases utilizing the same parameters as above. The software matched peptide peaks across all runs, and protein quantities are the sum of all peptide intensities associated with the protein.

### Principal component analysis

We carried out principal component analysis for the genotypes after pruning using the parameter ‘--pca’ in PLINK. The eigenvectors were used for plotting. For the transcriptome data, first we obtained the variant stabilized data using the function ‘vst’ from the R package ‘DESeq2’. Next, we calculated the components using the function ‘plotPCA’ in R. For the protein data, we averaged the values for each technical duplicate and used these values as input for the function ‘prcomp’ in R.

### Statistical analyses

#### SNP association analysis

After filtering, 575,053 genotypes from 22 animals were used for association analysis conducted in PLINK^60^ using Fisher’s exact test. We adjusted the nominal *P* values to correct for multiple hypothesis testing using the adaptative permutation procedure^71^ in PLINK^60^. Locus association was inferred at alpha = 1 × 10^−5^, as reported by The Wellcome Trust Case Control Consortium^72^ for case-control studies, as well as by previous GWAS analyses of reproductive traits in cows or heifers^4,25,32^, which corresponded to an adjusted *P* value <0.005.

#### Differential transcript abundance

We compared transcript abundance between samples from each breed and each fertility group. The R packages ‘edgeR’^73,74^, with the quasi-likelihood test, and ‘DEseq2’^75^, using the Wald’s and likelihood test, were utilized to conduct the analyses. We adjusted the raw *P* values for multiple hypothesis testing by calculating the empirical false discovery rate (eFDR^76^), with 10,000 permutations. Differences in transcript abundance were deemed statistically significant when eFDR <0.002 in the results obtained from the three tests.

#### Differential protein abundance

To identify differential protein abundance that is robust to the algorithm utilized, we analyzed the protein data using two different algorithms. First, we transformed the protein data using natural logarithm (Log_*e*_(x)). We analyzed the transformed data using a generalized mixed model^77^ using the R package ‘lme4’, which included the fertility group (Fertile or Sub-Fertile), breed (Angus or Holstein), and the random effect of the subject. Random effect was included in this analysis as samples were assayed twice to provide a more robust estimate of differential protein abundance. Then, we used the function ‘emmeans’, which tests the significance of the difference (H_0_:μ_1_ = μ_2_, H_1_:μ_1_≠μ_2_) with the Student’s t test^78^, to calculate the estimated differences in protein abundance between fertility groups within each breed. We also analyzed the log-transformed data using the R package ‘limma’^79^. We accounted for the same independent variables mentioned above (fertility group and breed), in addition to accounting for the correlation between the duplicated data for each individual with the function ‘duplicateCorrelation’. We tested for a differential abundance of the identified proteins using the empirical Bayes Statistics implemented in the function ‘eBayes’^80,81^. In both analyses, we adjusted the nominal *P* values using FDR^82^. Significance was assumed if FDR< 0.05 in both approaches.

#### Multi-omics factor analysis

We analyzed the multimodal multi-omics datasets (genome, transcriptome, and proteome) interactively using Multi-omics Factor Analysis approach^83,84^. We subset the genotypes, transcriptome, and proteome data to reduce the global profiling. We retained SNPs with a *P* value < 0.001 for the Fisher’s test, genes with a *P* value < 0.01 for all three statistical tests employed, and proteins with a *P* value < 0.05 in both statistical tests used. We conducted the analysis using the R package ‘MOFA2’^83,84^, accounting for the breed as a group.

## Results

### Overview of the data produced

We selected 22 *Bos taurus* heifers of Angus (n = 12) and Holstein (n = 10) breeds based on their fertility fitness (Fig. 1A). We isolated total RNA from circulating white blood cells, averaging 16.3 µg ± 4.0, and quality, measured by the RIN, averaging 9.4 ± 0.4. The extraction of genomic DNA yielded 1.1 µg ± 0.4. We produced RNA-sequencing data (Fig. 1B) and quantified the transcript abundance of 12,445 genes (12,105 protein-coding genes, 228 long non-coding RNAs, and 112 pseudogenes). 

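Circulating white blood cells, a mixture of neutrophils, lymphocytes, monocytes and other leukocytes, came from 7 Angus Sub-Fertile, 5 Angus Fertile, 5 Holstein Sub-Fertile and 5 Holstein Fertile heifers, with 1 library of polyadenylated RNA from each heifer. The authors aligned the reads to the ARS-UCD1.2 assembly of the cattle genome with hisat2, removed duplicates, and counted the fragments of each Ensembl gene with featureCounts. Whether featureCounts used the strand of the reads is not given in the sources used here, so the counts of overlapping genes on opposite strands are uncertain. The deposited values are whole-number counts of 27607 genes with no normalization. Total counts ranged from 13154971 to 38936648 (median 28354518) in Angus Sub-Fertile heifers and from 12182400 to 49228035 (median 43397234) in Angus Fertile heifers. They ranged from 14146133 to 42371919 (median 17198877) in Holstein Sub-Fertile heifers, and from 12393746 to 38118108 (median 17180109) in Holstein Fertile heifers. Breed differed in the averages of age (14 months in Angus and 12 months in Holstein heifers) and in the days of progesterone treatment before insemination (7 in Angus and 5 in Holstein heifers).

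From these counts, 13535 genes with a TMM-scaled CPM above 1 in at least 5 heifers were analysed, and they held 99.9% of the counts of every heifer. The further filters of the paper on FPKM and gene biotype were not applied, because gene lengths were not used here. Transcript abundance was compared with the quasi-likelihood test of edgeR, in a model with terms for breed and fertility group over all 22 heifers and with total counts as library sizes, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene names came from the first 1401 of the 12,445 rows of Additional file 4, which hold 1227 named genes. These rows are those with the smallest edgeR p-values, up to 0.145, so genes with larger p-values carry no name here. The 20 gene lists were fixed before the data were examined, but the lists of oxidative phosphorylation, the mitochondrial ribosome, and DNA replication and cell cycle were chosen after members of them had been seen in Additional file 4. No 2 heifers had identical counts. Measured by the biological coefficient of variation, 8 pairs of heifers were closer in transcript abundance than any other pairing: heifers 1 and 11, 5 and 6, 7 and 16, 8 and 12, 10 and 18, 13 and 22, 14 and 20, and 15 and 19. The squared differences of their counts were 1.95 to 4.29 times those of sampling noise (median over genes, a chi-square ratio). The median ratio was 13.8 in the other pairings, 1 of which, heifers 6 and 12, lay within this range. Libraries made apart from shared RNA would also differ by more than this noise, so the counts do not settle whether a pair shares RNA. Neither the text of the paper nor the sample labels name a pairing of heifers, and each heifer was kept as 1 sample, as labelled.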

We also analyzed 575,053 nucleotide positions across the bovine genome (Fig. 1B). Lastly, we produced untargeted proteomics data from plasma that resulted in the relative quantification of 213 proteins. As expected, the genotypic and proteomic data clustered the heifers of different genetic background separately (Fig. 1A). Conversely, there was no clustering of the samples based on the transcriptome data of the peripheral white blood cells (Fig. 1D,E).

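Breed and fertility group set few transcripts of the white blood cells apart. The transcripts with the smallest p-values for breed included DNAI7, of the axonemal dynein complex, with a log2 fold change of Holstein over Angus of 0.38 (standard error 0.082), and the chromatin remodeler SMARCAD1 and the endosomal syntaxin STX7, with 0.26 (standard error 0.065) and 0.23 (standard error 0.061). Transcripts of the deubiquitinase BAP1 (−0.13, standard error 0.041), of C3H1orf122 (−0.48, standard error 0.097) and of C25H7orf50 (−0.31, standard error 0.070) were less abundant in Holstein heifers. These 6 genes and 4 without a name here, 6 of the 10 being higher in Holstein heifers, were the genes at an adjusted p under 0.05 by the Wald test of DESeq2. By the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment no gene passed for breed (lowest adjusted p = 0.437), against 1440 genes at an unadjusted p under 0.05. That number was 488 with the first principal component in the model and 233 with the close pairs as blocks. With blocks, breed is compared only within the 4 close pairs of 2 breeds. In the model with these blocks the log2 fold change of DNAI7 was 0.27, with an unadjusted edgeR p-value of 0.0505.

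On the first principal component of the 500 most variable genes, which held 43.3% of their variance, Holstein heifers had a mean of 4.37 ± 7.83 (SD, n = 10) and Angus heifers of −3.64 ± 10.4 (SD, n = 12). The difference of 8.01 did not pass the permutation test (two-sided, p = 0.0581, and 0.232 after Benjamini-Hochberg adjustment over 4 comparisons). With the 2000 most variable genes p was 0.0482 and with all tested genes 0.0386 (permutation tests, adjusted p = 0.193 and 0.154). Fertile heifers had a mean of 0.549 ± 10.9 (SD, n = 10) and Sub-Fertile heifers of −0.458 ± 9.62 (SD, n = 12) on this component (permutation p = 0.821, adjusted p = 0.821), and their difference lay between −0.317 (without heifer 13) and 3.28 (without heifer 22) when 1 heifer was left out. On the second component (9.70% of the variance) the difference was 2.99 between Fertile and Sub-Fertile heifers (permutation p = 0.164, adjusted p = 0.328) and −0.948 between Holstein and Angus heifers (permutation p = 0.652, adjusted p = 0.821). Holstein Fertile heifer 10 (12.5) and Angus Fertile heifer 18 (12.8) scored highest on this component. Without heifer 10 or heifer 18 the second component was largely another one, correlated 0.231 and 0.310 with that of all heifers. On it the difference between Fertile and Sub-Fertile heifers was −0.0883 without heifer 10 and 0.152 without heifer 18. That between the breeds was 0.648 without heifer 18. These values are thus not the same difference with 1 heifer removed. The heifers closest to each other did not share both labels. The biological coefficient of variation between 2 heifers was 0.0363 to 0.0821 in the 8 close pairs and 0.0987 to 0.268 (median 0.172) in the other 223 pairings. Of the close pairs, 4 joined an Angus with a Holstein heifer, 6 joined a Fertile with a Sub-Fertile heifer, and 0 lay within 1 group of breed and fertility.

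**Figure D1:**
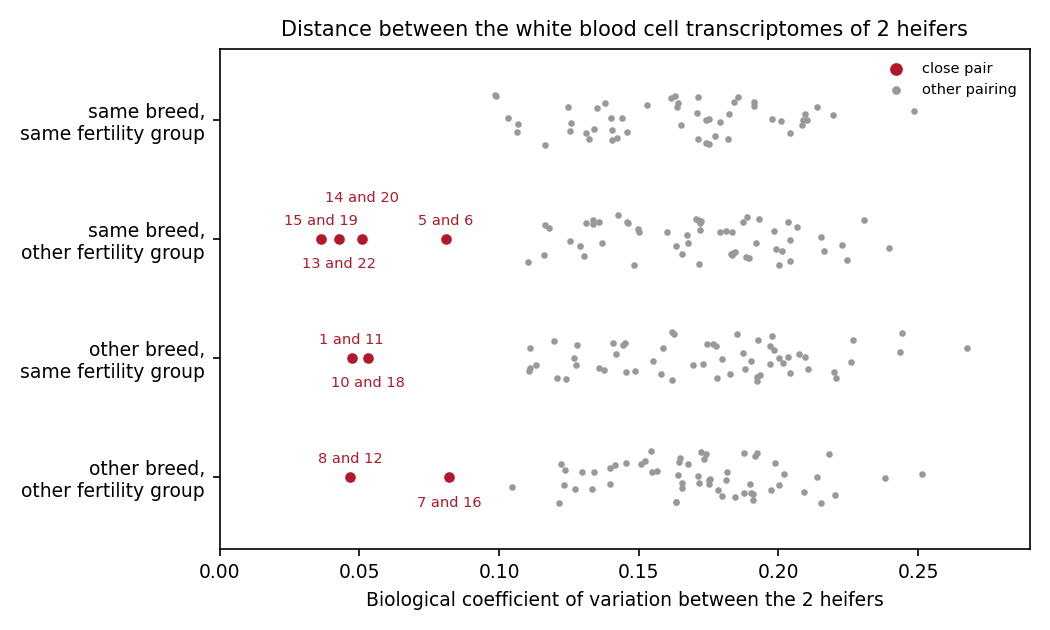
Biological coefficient of variation between the counts of 2 heifers (x axis, no unit) for each pairing of the 22 heifers, by whether the 2 heifers share breed and fertility group (y axis; the height within a group has no meaning). Red points are the 8 close pairs with the numbers of their heifers, at 0.0363 to 0.0821, and grey points are the other pairings.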

**Figure 1:**
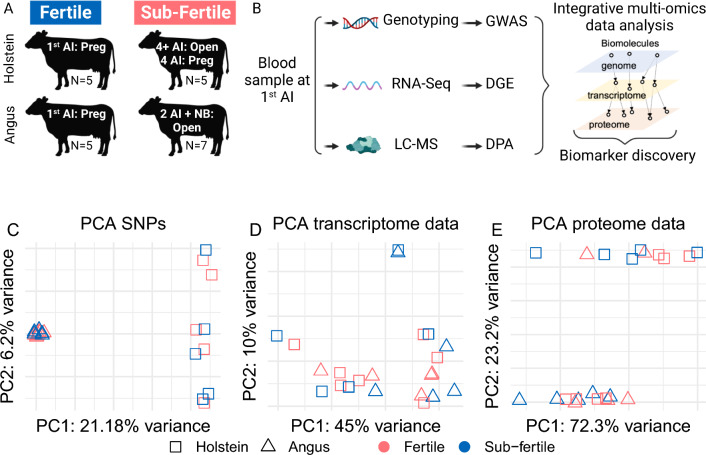
Overview of data produced. (**A**) Breeds and classification used in this study, including sample size. (**B**) Schematics of the data produced, and analysis undertaken. Principal component analysis of the genome-wide single nucleotide polymorphisms (**C**), transcriptome (**D**) and (**E**) proteome data. GWAS: genome-wide association analysis, DGE: differential gene expression, DPA: differential protein abundance.

### GWAS identifies SNPs associated with fertility in Angus and Holsteins heifers

Our analysis identified two SNPs significantly associated with heifer fertility (rs110918927, chr12: 85648422, P = 6.7 × 10^-7^; and rs109366560, chr11:37666527, *P* = 2.6 × 10^-5^, Fig. 2A, Additional file 3). For the SNP rs110918927, all heifers that delivered a calf after one artificial insemination presented the genotype AA (f_(A)_ = 1, f_(G)_ = 0), whereas 11 out of 12 heifers classified as sub-fertile presented at least one copy of the allele G (f_(A)_ = 0.29, f_(G)_ = 0.71). This polymorphism sits in an intergenic region of the genome with the closest gene located > 73 kilobases downstream relative to the SNP. For the SNP rs109366560, none of the heifers classified as sub-fertile were homozygous for the allele G (f_(G)_ = 0.12, f_(A)_ = 0.88), and five out of the nine fertile heifers genotyped were homozygous GG (f_(G)_ = 0.78, f_(A)_ = 0.22). This SNP is located on intron 22 of the gene Echinoderm microtubule associated protein like 6 (*EML6*).

**Figure 2:**
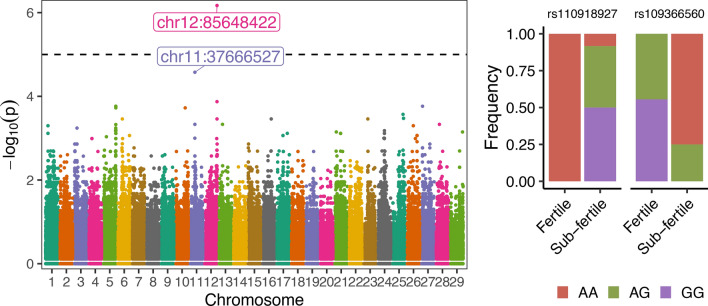
Genome-wide association analysis of fertility in beef and dairy heifers. (**A**) Manhattan plot with the distribution of SNPs across their genome and their *P* values from Fisher’s exact association test. (**B**) Genetic frequencies of the two SNPs that are putatively linked to fertility in heifers.

### Transcriptome analysis identifies differential transcript abundance between Fertile and Sub-Fertile heifers

Next, we sought to determine if there were differences in transcript abundance from circulating white blood cells between the Fertile and Sub-Fertile heifer groups, accounting for their genetic background. We identified two genes whose transcript abundance differed (eFDR ≤ 0.002) between the two groups (Fertile and Sub-Fertile), namely Adipocyte Plasma Membrane Associated Protein (*APMAP*, 1.16 greater abundance in the Fertile group) and Dynein Axonemal Intermediate Chain 7 (*DNAI7*, 1.23 greater abundance in the Sub-Fertile group) (Fig. 3A, Additional file 4).

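APMAP (ENSBTAG00000004278), on chromosome 13 of ARS-UCD1.2 from 42586269 to 42615935, encodes a membrane protein with arylesterase activity. Its transcript abundance was 54.9 ± 0.990 CPM (SD, n = 5) in Angus Fertile and 49.7 ± 3.92 CPM (SD, n = 7) in Angus Sub-Fertile heifers. In the other breed it was 49.9 ± 6.15 CPM (SD, n = 5) in Holstein Fertile and 40.5 ± 2.95 CPM (SD, n = 5) in Holstein Sub-Fertile heifers. DNAI7 (ENSBTAG00000002972), on chromosome 5 from 84818340 to 84887228, encodes an intermediate chain of axonemal dynein, the motor of motile cilia. Its transcripts were scarce, at 3.63 ± 0.415 CPM (SD, n = 5) in Angus Fertile and 4.42 ± 0.427 CPM (SD, n = 7) in Angus Sub-Fertile heifers. They were at 4.71 ± 0.624 CPM (SD, n = 5) in Holstein Fertile and 5.83 ± 0.558 CPM (SD, n = 5) in Holstein Sub-Fertile heifers. The log2 fold change of Fertile over Sub-Fertile heifers was 0.22 (standard error 0.055) for APMAP and −0.29 (standard error 0.082) for DNAI7.

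With each gene taken alone, few regroupings of the fertility labels gave differences as large as these. The permutation test takes the heifers as independent of each other, which the close pairs were not. With fertility labels permuted within breeds, over 199584 regroupings, the exact two-sided p was 0.000225 for APMAP and 0.000266 for DNAI7, not corrected for the choice of these genes among 13535 on the same heifers. The 2 genes had the smallest p-values of the edgeR quasi-likelihood test (0.000709 and 0.00164), and were the 2 genes that also passed the limits of the authors' code in the other tests, with Wald p-values from DESeq2 of 4.93e-05 and 0.000584. The eFDR itself was not recomputed. After Benjamini-Hochberg adjustment of the edgeR quasi-likelihood p-values over all genes, the adjusted p of both was 0.9998 and no gene passed 0.05. At an unadjusted p under 0.05 there were 354 genes, 225 of them more abundant in Fertile heifers, and the Wald test of DESeq2 gave 0 genes adjusted and 529 unadjusted. Chance would give 677 in independent heifers, but the median was 510 over 99 other splits of these heifers within breeds, and 179 over the 9 splits, the real one included, that parted 6 close pairs.

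APMAP passed the limits of the 3 tests in each of the 22 fits without 1 heifer, and DNAI7 in the 7 fits without heifer 1, 7, 9, 14, 16, 17 or 22 and in no other. When the close pairs were blocks the log2 fold change was 0.11 for APMAP and −0.21 for DNAI7, with unadjusted edgeR p-values of 0.0846 and 0.0484. The fit with blocks compares fertility only within the 6 close pairs of a Fertile and a Sub-Fertile heifer, and not over all 22 heifers. Without a breed term 0 genes passed the 3 limits. Because both genes passed its threshold in all 3 tests, the paper concludes that the transcript abundance of APMAP and DNAI7 differed between Fertile and Sub-Fertile heifers.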

**Figure 3:**
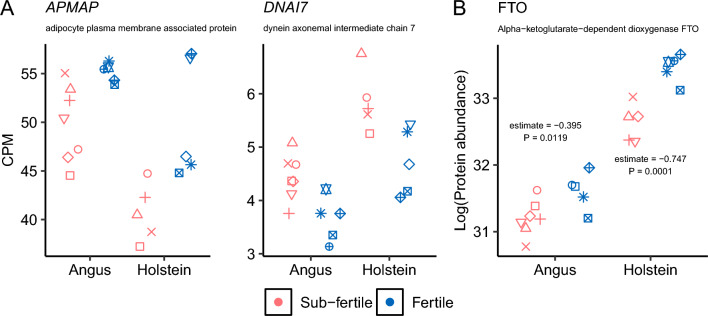
Differential transcript and protein abundance associated with fertility. (**A**) Transcript abundance. (**B**) Protein abundance. In each plot, within each breed, shapes indicate the same animal.

### Proteomic analysis identifies differential protein abundance between Fertile and Sub-Fertile heifers

We also tested if there were differential abundance in proteins present in the plasma of heifers classified based on their fertility groups in both genetic backgrounds. The protein Alpha-ketoglutarate-dependent dioxygenase FTO was more abundant in the plasma collected from Fertile heifers relative to their Sub-Fertile counterparts (FDR < 0.05, Fig. 3B, Additional file 5).

### Integrative multi-omics analysis identifies molecular features that classify heifers based on their fertility potential

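At an unadjusted p under 0.01 in each of the 3 tests (edgeR quasi-likelihood, DESeq2 Wald and DESeq2 likelihood ratio) there were 25 genes, 16 more abundant in Fertile heifers and 9 less abundant, of which 19 have a name here. The edgeR test alone gave 28 genes, where chance would give 135 in independent heifers, a number that does not hold for these heifers because the fertility groups part 6 close pairs. NDUFA2 and NDUFA10, subunits of complex I of the respiratory chain, had log2 fold changes of Fertile over Sub-Fertile of 0.17 (standard error 0.049) and 0.15 (standard error 0.048). MRPS11 and MRPS24, proteins of the mitochondrial ribosome, had 0.18 (standard error 0.057) and 0.17 (standard error 0.060). Also higher in Fertile heifers were P2RY8, a receptor of lymphocytes (0.20, standard error 0.067), and SPRING1, a regulator of sterol synthesis (0.14, standard error 0.047). The other named genes higher in Fertile heifers were COPE, of the coat of transport vesicles (0.12, standard error 0.041), the RNA polymerase subunit POLR2H (0.12, standard error 0.039), and APMAP, ATP5MC1, MYDGF, CCDC34, RAD51AP1, UQCRQ and ASAP3. TPMT, a methyltransferase that inactivates thiopurine drugs, and MLLT10, a cofactor of histone methylation, were less abundant in Fertile heifers, with log2 fold changes of −0.20 (standard error 0.062) and −0.15 (standard error 0.050), as were DNAI7 and CEP170. The largest changes belonged to scarce transcripts without a name here, ENSBTAG00000015061 (−0.94, standard error 0.274) at 0.943 ± 0.519 CPM (SD, n = 5) in Angus Fertile heifers, and ENSBTAG00000048710 (−0.92, standard error 0.282) at 0.790 ± 0.198 CPM (SD, n = 5) in Holstein Fertile heifers.

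The number of genes depended on single heifers, from 7 genes without Holstein Fertile heifer 10 and 12 without Angus Fertile heifer 18 to 57 and 67 without Angus Fertile heifers 21 and 22, and it was 8 without heifers 10 and 18 together. With the close pairs as blocks it was 12, and 0 of these were among the 25 genes. That fit rests on the 6 close pairs of a Fertile and a Sub-Fertile heifer, so it is no check on all heifers.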

When each data were evaluated independently, the quantification of 22 and 23 gene and protein relative abundances accounted for 44.1% and 16.6% of the variance associated with fertility classification, respectively, and the genotypic information of 59 SNPs explained 70.1% of the variance associated with fertility classification. Overall, there were four factors identified in the analysis with the potential to distinguish the samples based on their fertility status, out of which three were most representative with Factors one, two, and three being mostly dominated by genotype, transcript, and protein data, respectively (Fig. 4A). Factors one, two, and three separated most of the samples based on their fertility classification except two, three, and five samples, respectively (Fig. 4B).

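Multi-omics factor analysis was not run here, and the first principal component of the 25 genes at an unadjusted p under 0.01 in the 3 fertility tests, centred within breed, was used as a simple stand-in for the transcript factor. It held 54.9% of their variance. All 10 Fertile heifers had scores above 0, highest in Holstein Fertile heifer 10 (1.31) and Angus Fertile heifer 18 (1.11), a close pair, and between 0.135 and 0.497 in the others. Of the 12 Sub-Fertile heifers, Angus Sub-Fertile heifers 14 (0.123) and 15 (0.0595) lay on the side of the Fertile heifers. Their close-pair partners, Angus Fertile heifers 20 (0.297) and 19 (0.135), lay on that side too. The other close pairs of a Fertile and a Sub-Fertile heifer lay on opposite sides. These were heifers 6 (0.264) and 5 (−0.292), 7 (0.267) and 16 (−0.827), 8 (0.290) and 12 (−0.317), and 22 (0.204) and 13 (−0.0487). The lowest score was that of Holstein Sub-Fertile heifer 3 (−1.04). The genes were chosen on these same heifers, so the separation is no independent test of them. With genes chosen by the edgeR test alone 4 heifers lay on the wrong side, and without centring within breed 6 did.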

**Figure 4:**
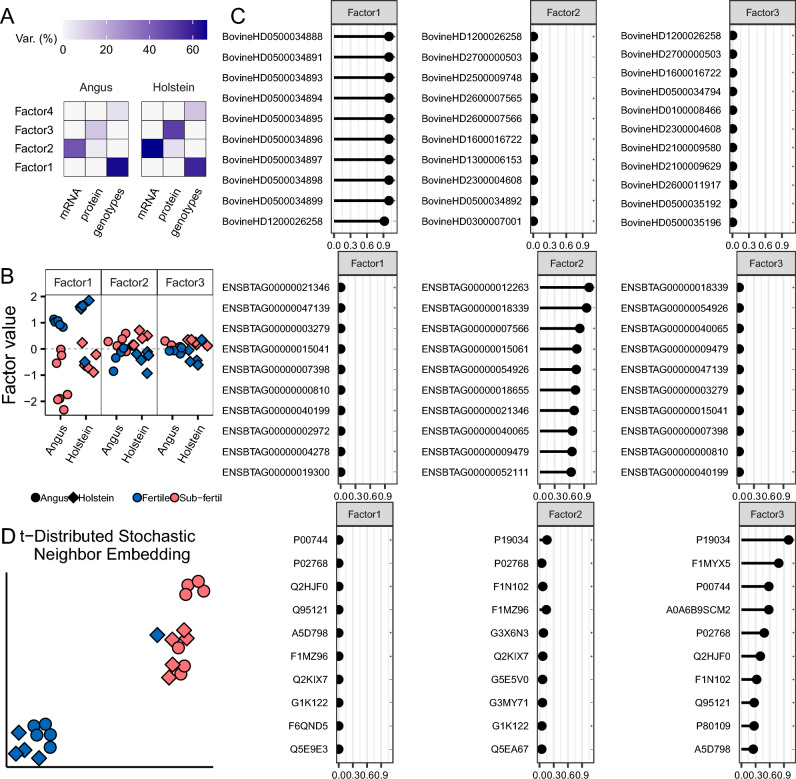
Multi-omics analysis of heifer fertility. (**A**) Percentage of variance explained by each factor within each data modality. (**B**) Relative separation of samples based on their phenotype for each factor plotted. (**C**) The relative weight of importance of the top ten features (SNP identifiers are from the array annotation, gene identifiers are from Ensembl, protein identifiers are from UniProt) in each data modality and factor plotted. (**D**) sample clustering using all three data modes.

Notably, the top nine SNPs that explained most of the variance related to Factor one are located in a window on chromosome 5 spanning from nucleotide 118332762 to 118345383. The tenth SNP was the top significant polymorphism identified on chromosome 12 nucleotide 85648422 according to our Fisher’s exact test contrasting heifers of different fertility potential (Fig. 4C). Among the genes whose transcript abundance explained the variance related to Factor two, we identified the following annotated genes: ArfGAP with SH3 domain, ankyrin repeat and PH domain 3 (*ASAP3*), ATP synthase membrane subunit c locus 1 (*ATP5MC1*), Centrosomal protein 170 (*CEP170*), Myeloid derived growth factor (*MYDGF*), Coiled-coil domain containing 34 (*CCDC34*), RAD51 associated protein 1 (*RAD51AP1*), and Ubiquinol-cytochrome c reductase complex III subunit VII (*UQCRQ*) (Fig. 4C). 

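The 7 named genes of the second factor encode proteins of different kinds, and 6 of them were more abundant in Fertile heifers. ASAP3, a GTPase-activating protein of Arf proteins (chromosome 2, 129367152 to 129417868), had the largest log2 fold change of Fertile over Sub-Fertile, 0.56 (standard error 0.199). Its abundance was 5.14 ± 1.95 CPM (SD, n = 5) in Holstein Fertile against 2.55 ± 0.635 CPM (SD, n = 5) in Holstein Sub-Fertile heifers, and 4.93 ± 1.96 CPM (SD, n = 5) in Angus Fertile against 4.39 ± 0.879 CPM (SD, n = 7) in Angus Sub-Fertile heifers. The difference between the breeds, 0.87 on the log2 scale (standard error 0.358), did not pass the edgeR quasi-likelihood test of the interaction after Benjamini-Hochberg adjustment (adjusted p = 0.463). ATP5MC1 (chromosome 19, 37618130 to 37621478) and UQCRQ (chromosome 7, 44447301 to 44448594), subunits of ATP synthase and of complex III of the respiratory chain, had log2 fold changes of 0.22 (standard error 0.073) and 0.20 (standard error 0.061). MYDGF, a secreted growth factor of myeloid cells (chromosome 7, 19470114 to 19482055), had 0.20 (standard error 0.066), CCDC34 (chromosome 15, 58043890 to 58088286) had 0.39 (standard error 0.130), and RAD51AP1 (chromosome 5, 105578163 to 105595893), had 0.24 (standard error 0.085). CEP170, a protein of centrosomes and microtubules (chromosome 16, 33885095 to 34015860), was the gene less abundant in Fertile heifers, at −0.23 (standard error 0.075).

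The exact two-sided permutation p within breeds was 0.00242 for UQCRQ, 0.00434 for ATP5MC1, 0.00512 for CCDC34, 0.00773 for MYDGF, 0.00875 for CEP170, 0.00912 for RAD51AP1 and 0.0190 for ASAP3. After Benjamini-Hochberg adjustment over the 9 genes the paper names, these were between 0.00725 and 0.0190. The genes had been chosen on these heifers, so the p-values are too small by an amount not known. In CCDC34 and ATP5MC1, Angus Fertile heifer 18 stood above its group, and in MYDGF, Holstein Sub-Fertile heifer 4 stood below. Blocking by close pairs gave log2 fold changes of 0.10 for ASAP3, 0.06 for ATP5MC1, 0.02 for UQCRQ and 0.04 for MYDGF. It gave 0.08 for CCDC34, 0.10 for RAD51AP1 and −0.03 for CEP170, and the unadjusted edgeR p-values of the 7 genes were between 0.122 and 0.692.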

Among the proteins whose abundance explained the variance related to Factor three, the following were annotated to known genes: Apolipoprotein C-II (*APOC2*), Lymphocyte cytosolic protein 1 (*LCP1*), Vitamin K-dependent protein Z (*PROZ*), Albumin (*ALB*), Serotransferrin-like (LOC525947), Complement component C8 beta chain (*C8B*), Pigment epithelium-derived factor (*SERPINF1*), Phosphatidylinositol-glycan-specific phospholipase D (*GPLD1*), Alpha-ketoglutarate-dependent dioxygenase FTO (*FTO*) (Fig. 4C). Collectively, data from the genotypes, transcriptome, and proteome clustered 21 out of 22 heifers correctly based on their fertility status, with only one Fertile heifer clustering with the group of Sub-Fertile heifers.

## Discussion

Reproduction is a multidimensional biological function in mammals that can be partitioned into multiple components or traits^85^, and as a consequence, infertility is a complex phenotype with multifactorial origins, including a strong genetic component^53,54^. Our study was not designed to identify molecular markers for future use in selection programs. Rather, our work addressed two critical questions regarding the underlying biology of infertility: (a) whether multiple layers of molecular information, present in the circulatory system, would differ based on female fertility fitness; and (b) whether the integrative analysis of multiple layers of molecular information would be a better predictor of the causes of infertility. Our analysis identified molecular signatures in the genome, transcriptome, and proteome that provide important insights about the root causes of infertility.

Neither one of the significant SNPs were located in a region previously associated with female reproductive traits^86^. These SNPs have also not been previously reported to be associated with fertility traits in previous investigations that focused on sire-centric models^4,33–37^, nor on studies that focused on genotyped heifers only^32,38^. However, it is notable that the polymorphism rs110918927 is in the gene *EML6*, which produces a protein that participates in the function of spindle microtubules in oocytes^87^. Knockdown of this protein in mice oocytes at the germinal vesicle stage impairs spindle morphology and increases aneuploidy^87^ in oocytes that progress to the metaphase II stage in the absence of EML6^88^. The gene *EML6* also produces transcripts in bovine oocytes^89^, and the significant SNP in this gene is a strong indication of a functional connection to reduced oocyte developmental competence in the Sub-Fertile group of heifers.

Genes differentially expressed in the peripheral white blood cells have been associated with fertility in heifers^39–41^. The protein APMAP exhibits arylesterase activity, which is known to protect lipoproteins from oxidation^90^. Importantly, the APMAP protein regulates adipose composition and metabolic health, and the disruption of the *APMAP* gene in mice leads to an increase in visceral adipose tissue expansion^91^. This protein was also shown to be less abundant in the omental tissue of women diagnosed with polycystic ovary syndrome^92^. Therefore, lower expression of *APMAP* in the peripheral white blood cells of Sub-Fertile heifers is possibly connected with a metabolic, hormonal or inflammatory disorder that disrupts fertility in heifers.

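No transcript of inflammation, of lipid metabolism or of glucose metabolism passed correction for the number of genes tested. IL1B, which encodes the cytokine interleukin 1 beta, had a log2 fold change of Fertile over Sub-Fertile of −0.53 (standard error 0.253). Its abundance was 25.1 ± 11.6 CPM (SD, n = 5) in Holstein Fertile against 41.2 ± 18.9 CPM (SD, n = 5) in Holstein Sub-Fertile heifers, and 25.9 ± 8.74 CPM (SD, n = 5) in Angus Fertile against 34.1 ± 16.1 CPM (SD, n = 7) in Angus Sub-Fertile heifers. TNF, which encodes tumor necrosis factor, had −0.18 (standard error 0.085). Of the 6 neutrophil markers with a name here, 5 had a log2 fold change below 0, among them the cytokine receptor CSF3R (−0.43, standard error 0.184), the transglutaminase TGM3 (−0.98, standard error 0.453) and the matrix protease MMP9 (−0.74, standard error 0.368). The other, QSOX1, had 0.18 (standard error 0.100). The sterol synthesis enzymes MVK and DHCR7 had 0.22 (standard error 0.092) and 0.14 (standard error 0.084). The fatty acid oxidation enzymes CPT2, HADHA and HADH had 0.10 (standard error 0.062), 0.15 (standard error 0.091) and 0.08 (standard error 0.049). The glucose transporter SLC2A1 and the glycolytic enzymes PFKL and LDHB had 0.22 (standard error 0.095), 0.09 (standard error 0.050) and 0.08 (standard error 0.050).

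By the quasi-likelihood test of edgeR, 2 of the 24 genes of inflammation (IL1B and TNF), 2 of the 25 of neutrophils (CSF3R and TGM3), 1 of the 24 of cholesterol and fatty acid synthesis (MVK), 1 of the 20 of glycolysis (SLC2A1) and 0 of the 20 of fatty acid oxidation had an unadjusted p under 0.05. At an adjusted p under 0.05 the count was 0 in every one of these lists, 0 adjusted over the list alone, and 0 by DESeq2. Members carry a name here because their p-values were small, so their directions are no independent evidence for a list. The log2 fold change of HADHA was −0.05 in Angus heifers alone, that of LDHB 0.047 without heifer 18, and that of HADH 0.051 without heifer 20. When the close pairs were blocks those of MMP9 (0.020), QSOX1 (−0.010) and LDHB (−0.016) changed sign, and that of TNF was −0.015.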

The Protein DNAI7 composes the axonemal dynein complex and participates in beta-tubulin binding activity and microtubule binding activity, and thus contributes to ciliary beating^93^. Variants that impair the function of DNAI7 are associated with Primary Ciliary Dyskinesia, with one potential consequence being the abnormal function of cilia and possible impaired transport of the cleaving embryos into the uterus^94^. DNAI7 may also function as a cell cycle regulator, and dysregulated transcript abundance of DNAI7 was associated with nasopharyngeal neoplasm in mice^95^ and lung adenocarcinoma in humans^96^. Since Sub-Fertile heifers have greater abundance of *DNAI7* transcripts in their circulating white blood cells, it is possible that dysregulation in the cell cycle has a biological link with subfertility. 

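Transcripts of DNA replication and the cell cycle were high in 2 heifers, both Fertile, and the difference between the fertility groups was smaller without them. All 37 genes of this list that have a name here were more abundant in Fertile heifers, with log2 fold changes of 0.16 to 0.53 (median 0.34), among them the thymidylate kinase DTYMK (0.34, standard error 0.120), the replication factor RFC3 (0.25, standard error 0.089) and the helicase subunit MCM4 (0.41, standard error 0.163). The 37 genes carry a name because their p-values were small, and the list was chosen after some members had been seen. Their common direction is thus no independent evidence. All 37 had a higher CPM in Holstein Fertile heifer 10 and in Angus Fertile heifer 18 than in any of the other 20 heifers. The proliferation marker MKI67 was at 972 CPM in heifer 10 and 896 CPM in heifer 18 against a median of 364 CPM in the others. MCM2 was at 206 and 200.0 CPM against 73.4 CPM, and the ribonucleotide reductase subunit RRM2 at 290 and 282 CPM against 85.3 CPM. The mean z-score of the 37 transcripts was 2.37 in heifer 10, 2.45 in heifer 18, and between −0.966 and 0.976 in the others. Averaged over the breeds it was 0.676 higher in Fertile than in Sub-Fertile heifers, and 0.167 without heifers 10 and 18, which are a close pair. Of the genes of the axonemal dynein and motile cilium, DNAL1, a light chain of axonemal dynein, had a log2 fold change of −0.40 (standard error 0.158), in the same direction as DNAI7.

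Across the 22 heifers, with breed and fertility group taken out, the abundance of DNAI7 and the mean of the cell cycle transcripts had a Pearson r of −0.290 (permutation p = 0.191) and a Spearman rho of −0.185 (permutation p = 0.408), adjusted to 0.286 and 0.408 over 3 relations. Without heifers 10 and 18, the farthest from the median, r was −0.0288, so the relation rested on them. By the quasi-likelihood test of edgeR, 17 of the 46 cell cycle genes and 2 of the 43 genes of axonemal dynein and cilia had an unadjusted p under 0.05, 0 in either list had an adjusted p under 0.05, 0 passed when adjusted over the list alone, and 0 by DESeq2. Without heifers 10 and 18, 30 of the 37 were higher and 7 lower in Fertile heifers (median 0.06) and 0 had an unadjusted p under 0.05, while with 1 heifer left out the number ran from 3 (without heifer 10 or 18, when the median was 0.21 or 0.20 and, without heifer 18, MCM4 was at 0.27) to 32 (without heifer 6). When the close pairs were blocks 4 of the 37 were higher and 33 lower (median −0.09), with an unadjusted p under 0.05 in 10, MCM4 was at −0.036 and DTYMK at −0.019, and DNAL1 was at 0.052.

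**Figure D2:**
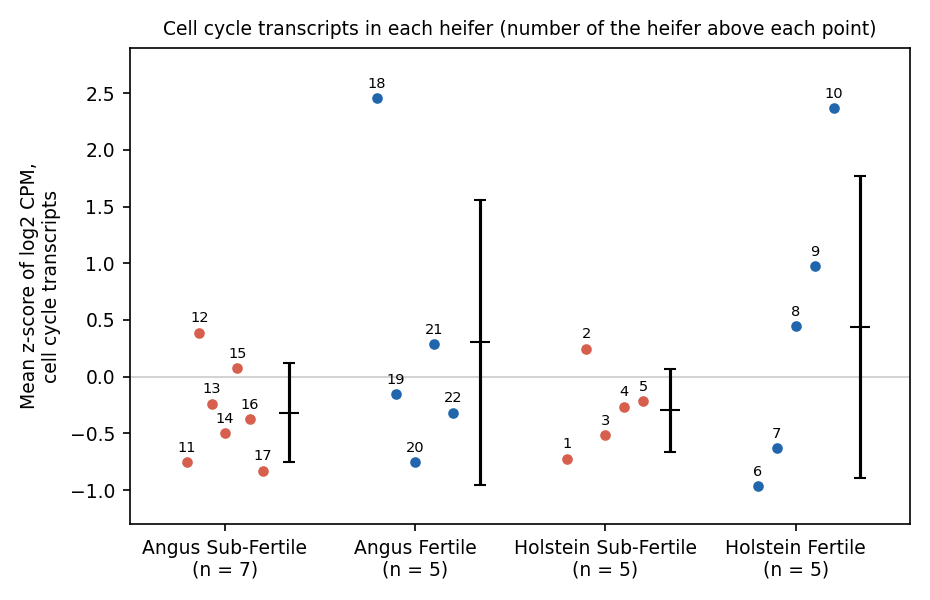
Mean over 37 transcripts of DNA replication and the cell cycle of the z-score of log2 CPM (y axis, in SD of each transcript over 22 heifers) in each heifer of the 4 groups (x axis). Points are heifers with their numbers, red for Sub-Fertile and blue for Fertile, and black bars are the group mean ± SD. Heifers 18 (2.45) and 10 (2.37) lie above all others.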

Further research is required, however, to evaluate whether a dysregulation in the cell cycle linked to upregulation of *DNAI7* is connected with increased inflammation^91^ associated with less transcripts from *APMAP*.

The protein Alpha-ketoglutarate-dependent dioxygenase FTO has oxidative demethylation activity of abundant N6-methyladenosine (m^6^A) residues in RNA^97^. The protein FTO preferentially demethylates N6,2′-O-dimethyladenosine (m^6^A_m_) rather than m^6^A and contributes to a reduced stability of m^6^A_m_ mRNAs^98^. On a systemic level, genomic variants in FTO were associated with symptoms of metabolic disorders^99^, although the effects observed in humans, such elevated body mass index^100,101^, and mice^102^ may be contradictory. Also worth noting, a variant on the FTO gene was associated with polycystic ovary syndrome^103^. Interestingly, in mice, the FTO gene is downregulated due to a deficiency in essential amino-acids^104^, and deficiency in the FTO protein causes postnatal growth retardation and a significant reduction in adipose tissue and lean body mass^105^. Our observation of the FTO abundance in heifers of different fertility potential is an indication that Sub-Fertile heifers could be experiencing a metabolic imbalance, contributing to their lower fertility. We note that the heifers utilized in this experiment were not nutritionally challenged and thus, our observations are a consequence of their intrinsic biological system and how it may utilize nutrients.

The next step was to interrogate the data we produced in a comprehensive manner. Interestingly, the largest source of variability was observed in the genomic data. Nine of the top ten SNPs that were assigned to Factor one were located in an intron of the TAFA chemokine-like family member 5 (*TAFA5*) gene. These SNPs are within a quantitative trait loci for milk yield^106^, a trait negatively correlated with reproductive traits^107^, however, no relationship between genetic variants in this gene and female fertility has been reported previously. None of the top ten genes with transcript abundance relevant for the modeling of the variance were identified as differentially expressed when analyzed independently. This result is not surprising because the identification of significant features using standard statistical approaches for association analysis is not necessarily the best approach for identifying predictive genes associated with complex traits^108,109^. It was surprising that three out of nine annotated proteins, which composed the top ten proteins that explained most of the variance in factor three, were also identified in our analyses using general linear mixed models. 

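No transcript of oxidative phosphorylation or of the mitochondrial ribosome passed correction for the number of genes tested. All 33 genes of oxidative phosphorylation that have a name here were more abundant in Fertile heifers, with log2 fold changes of 0.07 to 0.22 (median 0.12), and so were all 19 named genes of the mitochondrial ribosome, at 0.09 to 0.21 (median 0.13), such as MRPL27 (0.21, standard error 0.082) and MRPS14 (0.14, standard error 0.058). The mean z-score of the 33 transcripts was highest in Fertile heifers 18 (1.67), 21 (1.22), 9 (1.19) and 10 (0.969) and lowest in Sub-Fertile heifers 3 (−1.72) and 2 (−1.35). It was negative in Fertile heifers 6, 7, 19, 20 and 22 (−0.234 to −0.111) and positive in Sub-Fertile heifers 1, 12, 14 and 15 (0.229 to 0.312). The mean z-score of the 19 was highest in Fertile heifers 18 (1.07), 9 (0.947), 20 (0.895) and 10 (0.723) and lowest in Sub-Fertile heifers 3 (−1.50) and 2 (−1.28). It was negative in Fertile heifer 7 (−0.113) and positive in Sub-Fertile heifers 1, 12, 13, 14 and 15 (0.00738 to 0.646). RPL12, of the cytosolic ribosome, had a log2 fold change of −0.27 (standard error 0.160). ASAP3, ATP5MC1, CEP170, MYDGF, CCDC34, RAD51AP1 and UQCRQ had unadjusted p-values between 0.00291 (UQCRQ) and 0.00967 (ASAP3), above the limit of 0.002 that the authors' code set for the edgeR test. The Benjamini-Hochberg adjusted p from the edgeR quasi-likelihood test was 0.9998 for each.

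At an unadjusted p under 0.05 there were 11 of the 77 genes of oxidative phosphorylation, 10 of the 79 of the mitochondrial ribosome and 0 of the 76 of the cytosolic ribosome. At an adjusted p under 0.05 the edgeR quasi-likelihood test gave 0 in each of the 3 lists, 0 adjusted over the list alone, and DESeq2 gave 0. Members were named because their p-values were small and the mitochondrial lists were chosen after seeing some of them, so the common direction is no independent evidence. Without heifers 10 and 18 the median was 0.07 in oxidative phosphorylation and 0.11 in the mitochondrial ribosome, with an unadjusted p under 0.05 in 4 genes of each, and with 1 heifer left out these numbers ran from 7 (without heifer 3, 9, 10, 16 or 18) to 19 (without heifer 22) and from 3 (without heifer 9) to 13 (without heifer 21). With the close pairs as blocks 16 of the 33 were higher and 17 lower in Fertile heifers (median −0.0018, unadjusted p under 0.05 in 0), and 18 of the 19 were higher (median 0.07, unadjusted p under 0.05 in 2).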

The most interesting result, however, was that all three data modalities were able to separate 21 out of 22 heifers correctly based on their fertility potential. Our results show that molecular differences have strong signals linked to fertility fitness that surpasses their differing genetic background.

## Conclusions

Our interrogation of multiple levels of biological information (genome, transcriptome, and proteome) at a systemic level in heifers highlighted the molecular complexity of female fertility. While the genomic data pointed to a disruption of oocyte developmental competence, the transcriptome and proteomic data point to metabolic dysregulation contributing to subfertility or infertility. Although the differences in molecular profiles identified in our study need to be further validated by mechanistic studies, our results, supported by the current literature, highlight differences in the molecular profile associated with female fertility that transcend the constraints of breed-specific genetic background.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

The transcriptome and proteome data generated and analyzed during the current study are available in the Gene Expression Omnibus and ProteomeXchange repositories under the following identifiers: GSE220220 and PXD038756, respectively. The genotypic data are available from the corresponding author upon reasonable request.

## Abbreviations

μg: Microgram
AI: Artificial insemination
*ALB*: Albumin
*APMAP*: Adipocyte plasma membrane associated protein
APOC2: Apolipoprotein C-II
*ASAP3*: ArfGAP with SH3 domain, ankyrin repeat and PH domain 3
*ATP5MC1*: ATP synthase membrane subunit c locus 1
*C8B*: Complement component C8 beta chain
*CCDC34*: Coiled-coil domain containing 34
*CEP170*: Centrosomal protein 170
CIDR: Controlled internal drug release
CPM: Counts per million
*DNAI7*: Dynein axonemal intermediate chain 7
DTT: Dithiothreitol
DGE: Differential gene expression
DPA: Differential protein abundance
eFDR: Empirical false discovery rate
*EML6*: Echinoderm microtubule associated protein like 6
FDR: False discovery rate
FPKM: Fragments per kilobase per million
*FTO*: Alpha-ketoglutarate-dependent dioxygenase FTO
GnRH: Gonadotrophin-releasing hormone
*GPLD1*: Phosphatidylinositol-glycan-specific phospholipase D
GWAS: Genome-wide association study
IAA: Indole-3-acetic acid
IACUC: Institutional animal care and use committee
IM: Intramuscular
K2 EDTA: Dipotassium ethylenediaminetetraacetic acid
LCP1: Lymphocyte cytosolic protein 1
LOC525947: Serotransferrin-like
M: Molar
m^6^A: N6-methyladenosine
m^6^A_m_: N6mena2′-O-dimethyladenosine
mg: Milligram
Min: Minutes
ml: Milliliter
mRNA: Messenger RNA
ms: Millisecond
*MYDGF*: Myeloid derived growth factor
ng: Nanogram
nm: Nanometer
nl: Nanoliter
P: Probability
PGF2α: Prostaglandin F2 alpha
*PROZ*: Vitamin K-dependent protein Z
*RAD51AP1*: RAD51 associated protein 1
RIN: RNA integrity number
*SERPINF1*: Pigment epithelium-derived factor
SNP: Single nucleotide polymorphism
TAFA5: TAFA chemokine-like family member 5
*UQCRQ*: Ubiquinol-cytochrome c reductase complex III subunit VII
VT-MSI: Virginia tech mass spectrometry incubator
X*g*: Relative centrifugal force
µl: Microliter

# Supplementary material for: A multi-omics analysis identifies molecular features associated with fertility in heifers (Bos taurus)
**Source:** Sci Rep. 2023 Aug 4;13:12664. doi: 10.1038/s41598-023-39858-0
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Supplementary code to A multi-omics analysis identifies molecular features associated with fertility in heifers (Bos taurus)

# Supplementary code to A multi-omics analysis identifies molecular features associated with fertility in heifers (Bos taurus)

#### Mackenzie Marrella and Fernando H. Biase

#### 2023-07-03

# Overview

Code produced by Fernando Biase, and Mackenzie Marrella. We created
this file to permit reproducibility of the findings described in the
paper. Please direct questions to Fernando Biase:
***fbiase*** at ***vt.edu***

The raw transcriptome data is deposited on GEO repository under the
following access GSE220220.
The normalized protein data obtained from the facility is deposited in
the ProteomeXchange repository under the following access PXD038756.

Please contact Fernando Biase: ***fbiase*** at
***vt.edu*** if you’d like access to other files
used in this code. Updated information may be obtained at www.biaselaboatory.com

**ABSTRACT** **Background**: Infertility or
subfertility is a critical barrier to sustainable cattle production,
including in heifers. The development of heifers that do not produce a
calf within an optimum window of time is a critical factor for the
profitability and sustainability of the cattle industry. In parallel,
heifers are an excellent biomedical model for understanding the
underlying etiology of infertility because well-nourished heifers can
still be infertile, mostly because of inherent physiological and genetic
causes.

**Methods**: Using a high-density single nucleotide
polymorphism (SNP) chip, we collected genotypic data, which were
analyzed using an association analysis in PLINK with Fisher’s exact
test. We also produced quantitative transcriptome data and proteome
data. Transcriptome data were analyzed using the quasi-likelihood test,
Wald’s test, and the likelihood test and proteome data were analyzed
using a generalized mixed model and Student’s t-test.

**Results**: We identified two SNPs significantly
associated with heifer fertility (rs110918927, chr12: 85648422, P =
6.7x10-7; and rs109366560, chr11:37666527, P = 2.6x10-5). We identified
two genes with differential transcript abundance (eFDR ≤ 0.002) between
the two groups (Fertile and Sub-Fertile): Adipocyte Plasma Membrane
Associated Protein (APMAP, 1.16 greater abundance in the Fertile group)
and Dynein Axonemal Intermediate Chain 7 (DNAI7, 1.23 greater abundance
in the Sub-Fertile group). Our analysis revealed that the protein
Alpha-ketoglutarate-dependent dioxygenase FTO was more abundant in the
plasma collected from Fertile heifers relative to their Sub-Fertile
counterparts (FDR < 0.05). Lastly, an integrative analysis of the
three datasets identified a series of molecular features (SNPs, gene
transcripts, and proteins) that discriminated 21 out of 22 heifers
correctly based on their fertility category.

**Conclusions**: Our multi-omics analyses confirm the
complex nature of female fertility. Very importantly, our results also
highlight differences in the molecular profile of heifers associated
with fertility that transcend the constraints of breed-specific genetic
background.

---

```
library('dplyr', quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library('ggplot2', quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library('edgeR',quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("cowplot", quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library("GGally",quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library("DESeq2",quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library('readxl',quietly = TRUE,lib.loc="/usr/lib/R/site-library")
library("VennDiagram", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("ComplexHeatmap",quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("flashClust", quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library('plotly' , quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library('tidyverse' ,quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library('htmlwidgets' , quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library('reshape2' ,quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("ggpubr" ,quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("car" ,quietly = TRUE, lib.loc="/usr/lib/R/site-library") 
library("goseq" ,quietly = TRUE, lib.loc="/usr/lib/R/site-library")
library("stringr",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("data.table",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("tidyr",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("dplyr",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("ggsignif",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("kableExtra",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("grid",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("gridExtra",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("bigmemory",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("doParallel",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("ggmanh",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("lme4",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("emmeans",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library("limma",quietly = TRUE , lib.loc="/usr/lib/R/site-library") 
library("MultiAssayExperiment",quietly = TRUE , lib.loc="/usr/lib/R/site-library")
library('MOFA2', lib.loc="/usr/lib/R/site-library")
```

# Procedures

Use the tabs below to access each section of our code.

## Get resources for reproducibility

### Obtain Ensembl Annotation

```
library('biomaRt', lib.loc="/usr/lib/R/site-library")
cow<-useMart("ensembl", dataset = "btaurus_gene_ensembl", host="www.ensembl.org") 
annotation.ensembl.symbol<-getBM(attributes = c('ensembl_gene_id','external_gene_name','description','hgnc_symbol','gene_biotype','transcript_length','chromosome_name','start_position','end_position','strand'),  values = "*", mart = cow)

cow<-useMart("ensembl", dataset = "btaurus_gene_ensembl", host="www.ensembl.org") 
annotation.ensembl.transcript<-getBM(attributes = c('ensembl_gene_id','gene_biotype','ensembl_transcript_id','transcript_length'),  values = "*", mart = cow)
annotation.ensembl.transcript<-annotation.ensembl.transcript[annotation.ensembl.transcript$gene_biotype =="protein_coding",]
annotation.ensembl.transcript<-annotation.ensembl.transcript[order(annotation.ensembl.transcript$ensembl_gene_id, -annotation.ensembl.transcript$transcript_length),]
annotation.ensembl.transcript<-annotation.ensembl.transcript[!duplicated(annotation.ensembl.transcript$ensembl_gene_id),]
annotation.ensembl.transcript<-annotation.ensembl.transcript[annotation.ensembl.transcript$transcript_length > 400,]

annotation.ensembl.symbol<-annotation.ensembl.symbol[order(annotation.ensembl.symbol$ensembl_gene_id, -annotation.ensembl.symbol$transcript_length),]
annotation.ensembl.symbol<-annotation.ensembl.symbol[!duplicated(annotation.ensembl.symbol$ensembl_gene_id),]
gene.length<-annotation.ensembl.symbol[,c( "ensembl_gene_id", "transcript_length" )]
annotation.GO.biomart<-getBM(attributes = c('ensembl_gene_id', 'external_gene_name','go_id','name_1006','namespace_1003'),  values = "*", mart = cow)

#write.table(annotation.ensembl.symbol,file="/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.ensembl.symbol.txt", sep = "\t",append = FALSE, quote = FALSE)
#system('bzip2 --best /mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.ensembl.symbol.txt')

#write.table(gene.length,file="/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_gene.length.txt", sep = "\t",append = FALSE, quote = FALSE)
#system('bzip2 --best /mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_gene.length.txt')

#write.table(annotation.GO.biomart,file="/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.GO.biomart.txt", sep = "\t",append = FALSE, quote = FALSE)
#system('bzip2 --best /mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.GO.biomart.txt')

#write.table(annotation.ensembl.transcript,file="/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.ensembl.transcript.txt", sep = "\t",append = FALSE, quote = FALSE)
#system('bzip2 --best /mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.ensembl.transcript.txt')
```

### Import Annotation

```
annotation.ensembl.symbol<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.ensembl.symbol.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)
gene.length<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_gene.length.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)
annotation.GO.biomart<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.GO.biomart.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)
annotation.ensembl.transcript<-read.delim("/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_05_25_annotation.ensembl.transcript.txt.bz2", header=TRUE, sep= "\t",row.names=1, stringsAsFactors = FALSE)
```

## GWAS analysis

### Import raw data and prepare files for Plink

```
#set up phenotype data for analysis
snp_map_genotypes <- read.table("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/SNP_Map.txt", header = TRUE, sep = "\t")
ah_genotypes<- data.table::fread("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/Virginia_Tech_Univ_Biase_BOV770V01_20220825_FinalReport.txt", header = TRUE, sep = "\t", skip = 9)

ah_genotypes$Sample.ID <- gsub(" ","_",ah_genotypes$Sample.ID)
ah_genotypes <- ah_genotypes[,c(2,2,1,3,4)]
ah_genotypes$Allele1...Forward <- gsub("-","0",ah_genotypes$Allele1...Forward)
ah_genotypes$Allele2...Forward <- gsub("-","0",ah_genotypes$Allele2...Forward)
ah_genotypes<- ah_genotypes[!ah_genotypes$Sample.ID=="Sample_23" & !ah_genotypes$Sample.ID=="Sample_24",]

snp_map_genotypes <- snp_map_genotypes[,c(3,2,4)]

sample_id <- c("Sample_1","Sample_2","Sample_3","Sample_4","Sample_5","Sample_6","Sample_7","Sample_8","Sample_9","Sample_10","Sample_11","Sample_12","Sample_13","Sample_14","Sample_15","Sample_16","Sample_17","Sample_18","Sample_19","Sample_20","Sample_21","Sample_22") 
phenotype_angus_holstein <- c("2","2","2","2","2","1","1","1","1","1","2","2","2","2","2", "2","2","1","1","1","1","1")
missing_row <- c(0,0,0,0,0,0,0,0,0,0,0,0,0,0,0,0,0,0,0,0,0,0)
sex <- c(2,2,2,2,2,2,2,2,2,2,2,2,2,2,2,2,2,2,2,2,2,2)
fam_file <- data.frame(sample_id,sample_id,missing_row,missing_row,sex,phenotype_angus_holstein)

#write.table(ah_genotypes, "/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes.lgen", col.names = FALSE, row.names = FALSE, sep = "\t" , quote = FALSE)
#write.table(snp_map_genotypes, "/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes.map", col.names = FALSE, row.names = FALSE, sep = "\t" , quote = FALSE)
#write.table(fam_file, "/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes.fam", col.names = FALSE, row.names = FALSE, sep = "\t" , quote = FALSE)
```

### Quality control and analysis in Plink

```
system("/home/fbiase/bioinfo/plink --lfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes --cow  --recode --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_data")

system("/home/fbiase/bioinfo/plink --file /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_data --cow --make-bed --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_data")

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_data --cow --test-missing --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_data")

system("perl /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/run-diffmiss-qc.pl  /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_data > /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/fail-diffmiss-qc.txt")

system("/home/fbiase/bioinfo/plink --file /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_data --cow --mind 0.1   --maf 0.01 --geno 0.05 --hwe 0.00001 --make-bed --autosome --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data")
#606553 variants and 22 cattle pass filters and QC

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data --cow --recode --tab --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data")

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data  --cow --indep-pairwise 50 5 0.2 --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data")

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data --cow  --exclude /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data.prune.in --pca --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data")

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data --cow  --cluster --K 2 --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data_cluster")

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data --cow  --make-rel triangle gz  --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data_relationship")

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data --cow --within /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data_cluster.cluster2 --exclude /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data.prune.in --assoc fisher  --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data")

system("/home/fbiase/bioinfo/plink --bfile /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data --cow --within /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data_cluster.cluster2 --exclude /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data.prune.in --assoc fisher --seed 6377474 --perm  --out /mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data")
```

### load the analysis

```
angus_holstein_genotypes_qc_data.fisher<-data.table::fread("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data.assoc.fisher", data.table=FALSE)

angus_holstein_genotypes_qc_data.fisher.perm<-data.table::fread("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/angus_holstein_genotypes_qc_data.assoc.fisher.perm", data.table=FALSE)

angus_holstein_genotypes_qc_data.fisher<-merge(angus_holstein_genotypes_qc_data.fisher, angus_holstein_genotypes_qc_data.fisher.perm, by=c("CHR","SNP"), all=TRUE)

angus_holstein_genotypes_qc_data.fisher<-angus_holstein_genotypes_qc_data.fisher<-angus_holstein_genotypes_qc_data.fisher[order(angus_holstein_genotypes_qc_data.fisher$P),]

head(angus_holstein_genotypes_qc_data.fisher)
```

```
##        CHR                    SNP        BP A1    F_A    F_U A2         P
## 105744  12     BovineHD1200026258  89664275  G 0.7083 0.0000  A 6.753e-07
## 86695   11 Hapmap31720-BTA-126418  37519673  G 0.1250 0.7778  A 2.658e-05
## 105735  12     BovineHD1200026243  89607810  G 0.5000 0.0000  A 1.342e-04
## 361032  27     BovineHD2700000503   1491696  C 0.1667 0.7500  T 1.727e-04
## 473766   5     BovineHD0500034893 119441043  G 0.1667 0.7500  A 1.727e-04
## 473767   5     BovineHD0500034894 119441844  G 0.1667 0.7500  T 1.727e-04
##             OR      EMP1      NP
## 105744      NA 0.0000195 1000000
## 86695  0.04082 0.0001431  286567
## 105735      NA 0.0021390   19168
## 361032 0.06667 0.0002232  183683
## 473766 0.06667 0.0008473   48976
## 473767 0.06667 0.0008473   48976
```

```
#write.table(angus_holstein_genotypes_qc_data.fisher, "/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/results/Additional_file_2.txt", col.names = TRUE, row.names = FALSE, sep = "\t" , quote = FALSE)
```

### Genotypes per sample

```
ah_genotypes<- data.table::fread("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/assoc_analysis/Virginia_Tech_Univ_Biase_BOV770V01_20220825_FinalReport.txt", header = TRUE, sep = "\t", skip = 9)
ah_genotypes<-ah_genotypes[,c(1,2,3,4)]
colnames(ah_genotypes)<-c("SNP_Name", "Sample_ID","Allele1", "Allele2")
ah_genotypes<- ah_genotypes[!ah_genotypes$Sample_ID=="Sample_23" & !ah_genotypes$Sample_ID=="Sample_24",]

ah_genotypes<-ah_genotypes[ah_genotypes$SNP_Name %in% angus_holstein_genotypes_qc_data.fisher$SNP,]
ah_genotypes$genotype<-paste(ah_genotypes$Allele1,ah_genotypes$Allele2, sep="")
ah_genotypes<-ah_genotypes[!(ah_genotypes$genotype == "--"),]

ah_genotypes %>% group_by(Sample_ID) %>% summarise(n = n()) %>% print(n = 24)
```

```
## # A tibble: 24 × 2
##    Sample_ID      n
##    <chr>      <int>
##  1 Sample 1  574813
##  2 Sample 10 574778
##  3 Sample 11 574705
##  4 Sample 12 574938
##  5 Sample 13 574757
##  6 Sample 14 574715
##  7 Sample 15 574739
##  8 Sample 16 574945
##  9 Sample 17 574960
## 10 Sample 18 574955
## 11 Sample 19 574816
## 12 Sample 2  574705
## 13 Sample 20 574893
## 14 Sample 21 574915
## 15 Sample 22 574850
## 16 Sample 23 574782
## 17 Sample 24 574817
## 18 Sample 3  574592
## 19 Sample 4  574959
## 20 Sample 5  574882
## 21 Sample 6  574902
## 22 Sample 7  574791
## 23 Sample 8  574849
## 24 Sample 9  574909
```

## Transcriptome analysis

### Read count summary

```
files<-list.files("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/alignment3", recursive=T, pattern="summary.txt", full.names = TRUE)
#length(files)

reads_produced_a<-data.frame()
reads_produced_b<-data.frame()
#length(files)

for (n in 1:22) {
reads_produced<-read.delim(files[n], sep= " ",header=FALSE, stringsAsFactors = FALSE, comment.char= "#")
sample<-substring(files[n], 73,74)
number_of_reads_produced<-as.integer(reads_produced[1,1])

reads_produced_a<-data.frame(sample,number_of_reads_produced)
reads_produced_b<-rbind(reads_produced_b,reads_produced_a)
}

files<-list.files("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/counting3", recursive=T, pattern="count.summary", full.names = TRUE)
#length(files)
counting_summary_a<-data.frame()
counting_summary_b<-data.frame()
#length(files)

for (n in 1:22) {
counting_summary<-read.delim(files[n], sep= "\t",header=TRUE, stringsAsFactors = FALSE, comment.char= "#")
sample<-substring(files[n], 72,73)
number_of_reads_assigned<-counting_summary[1,2]
unassigned_NoFeatures<-counting_summary[12,2]
unassigned_Ambiguity<-counting_summary[14,2]
counting_summary_a<-data.frame(sample,number_of_reads_assigned, unassigned_NoFeatures, unassigned_Ambiguity)
counting_summary_b<-rbind(counting_summary_b,counting_summary_a)
}

counting_summary_b$reads_sequenced<-reads_produced_b$number_of_reads_produced
counting_summary_b$reads_retained<-counting_summary_b$number_of_reads_assigned + counting_summary_b$unassigned_NoFeatures + counting_summary_b$unassigned_Ambiguity
counting_summary_b$reads_discarted<-counting_summary_b$reads_sequenced - counting_summary_b$reads_retained
counting_summary_b$perc_number_of_reads_discarted<-counting_summary_b$reads_discarted/counting_summary_b$reads_sequenced
counting_summary_b$perc_number_of_reads_retained<-counting_summary_b$reads_retained/counting_summary_b$reads_sequenced
counting_summary_b$perc_number_of_reads_assigned<-counting_summary_b$number_of_reads_assigned/counting_summary_b$reads_sequenced
counting_summary_b$perc_unassigned_NoFeatures<-counting_summary_b$unassigned_NoFeatures/counting_summary_b$reads_sequenced
counting_summary_b$perc_unassigned_Ambiguity<-counting_summary_b$unassigned_Ambiguity/counting_summary_b$reads_sequenced

#write.table(counting_summary_b, file="/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/counting_summary_b_second_alignment.txt",quote = FALSE, sep = "\t",row.names = FALSE)
```

### Plot read count summary

```
counting_summary_c<-reshape2::melt(counting_summary_b[,c(1,8,10:12)])
```

```
## Using sample as id variables
```

```
counting_summary_c$value<-counting_summary_c$value*100
counting_summary_c$variable<-factor(counting_summary_c$variable, levels=c( "perc_number_of_reads_discarted" ,"perc_unassigned_Ambiguity","perc_unassigned_NoFeatures" , "perc_number_of_reads_assigned"))
plot_a<-ggplot() + 
  geom_bar(aes(y = value, x = sample, fill = variable), data = counting_summary_c,stat="identity")+
  scale_y_continuous(name="Percentage", breaks = seq(0,100,10))+
  scale_fill_hue(labels=c("Discarted", "Unassigned_Ambiguity","Unassigned_NoFeatures" , "Assigned"))+
  #ggtitle("Distribution of reads after alignment")+
  theme_bw(base_size = 12)+
  theme(legend.title = element_blank(),
        axis.title.x = element_blank(),
        axis.text.x = element_text(angle=75, hjust=1))

counting_summary_c<-reshape2::melt(counting_summary_b[,c(1,5)])
```

```
## Using sample as id variables
```

```
plot_b<-ggplot() + 
  geom_bar(aes(y = value, x = sample, fill = variable), data = counting_summary_c,stat="identity")+
  scale_y_continuous(name="Read pairs sequenced")+
  theme_bw(base_size = 12)+
  theme(legend.title = element_blank(),
        axis.title.x = element_blank(),
        axis.text.x = element_blank())

counting_summary_c<-reshape2::melt(counting_summary_b[,c(1,2)])
```

```
## Using sample as id variables
```

```
plot_c<-ggplot() + 
  geom_bar(aes(y = value, x = sample, fill = variable), data = counting_summary_c,stat="identity")+
  scale_y_continuous(name="Read pairs in annotation")+
  geom_hline(yintercept=10^7, linetype="dashed", color = "gray", size=1)+
  theme_bw(base_size = 12)+
  theme(legend.title = element_blank(),
        axis.title.x = element_blank(),
        axis.text.x = element_blank())
```

```
## Warning: Using `size` aesthetic for lines was deprecated in ggplot2 3.4.0.
## ℹ Please use `linewidth` instead.
## This warning is displayed once every 8 hours.
## Call `lifecycle::last_lifecycle_warnings()` to see where this warning was
## generated.
```

```
counting_summary_c<-reshape2::melt(counting_summary_b[,c(1,10)])
```

```
## Using sample as id variables
```

```
plot_d<-ggplot() + 
  geom_bar(aes(y = value, x = sample, fill = variable), data = counting_summary_c,stat="identity")+
  scale_y_continuous(name="Proportion reads \n matching annotation")+
  theme_bw(base_size = 12)+
  theme(legend.title = element_blank(),
        axis.title.x = element_blank(),
        axis.text.x = element_blank())

plot_grid( plot_b, plot_c,plot_d, plot_a,  ncol = 1, align = 'v')
```

### Import Sample Information

```
sample_info <- as.data.frame(read_excel("/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/sample_info.xlsx"))
sample_info$sample<- as.factor(sample_info$sample)
sample_info$preg<- as.factor(sample_info$preg)
sample_info$breed<- as.factor(sample_info$breed)
```

### Counts per sample

```
files<-list.files("/mnt/storage/lab_folder/heifer_infertility/AI_angus_holstein/counting3", recursive=T, pattern="count", full.names = TRUE)
files<-files[grep("summary", files, invert = TRUE)]
files<-files[grep(".count1", files, invert = TRUE)]
files<-files[grep(".count2", files, invert = TRUE)]
files<-files[grep(".sh", files, invert = TRUE)]
#length(files)
count_data<-data.frame(matrix(nrow=27607))
for (n in 1:22) {
  count<-read.delim(files[n], header=TRUE, sep= "\t", stringsAsFactors = FALSE, comment.char= "#")
  count<-count[,c(1,7)]
  count_data<-cbind(count_data,count)
}
rownames(count_data)<-count_data[,2]
count_data<-count_data[,seq(from = 3, to = 45, by = 2)]
colnames(count_data)<- substr(colnames(count_data), 74, 75)

colnames(count_data)<-sample_info$Animal_ID
#colnames(count_data)<-sample_info$SNP_array_ID
#count_data_export<-data.frame(gene_id=rownames(count_data),count_data)
#write_delim(count_data_export, file = "/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_12_02_unfiltered_count_data.txt", delim = "\t", quote =  "none")
#system("bzip2 /mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/2022_12_02_unfiltered_count_data.txt")
```

### Sequencing summary

```
count_data_a<-count_data[rowSums(count_data)>0,]
count_data_annotated<-merge(count_data_a,annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all.x=TRUE, all.y=FALSE)

n_reads_protein_coding<-sum(count_data_annotated[count_data_annotated$gene_biotype=='protein_coding',c(2:6)])
n_reads_lncRNA<-sum(count_data_annotated[count_data_annotated$gene_biotype=='lncRNA',c(2:6)])
n_reads_pseudogene<-sum(count_data_annotated[count_data_annotated$gene_biotype %in% c('pseudogene','processed_pseudogene'),c(2:6)])
n_reads_others<-sum(count_data_annotated[!(count_data_annotated$gene_biotype %in% c('pseudogene','processed_pseudogene','protein_coding','lncRNA')),c(2:6)])

summary_RNA_seq<-data.frame(class=c('protein_coding','lncRNA', 'pseudogene','others'), nreads=c(n_reads_protein_coding,n_reads_lncRNA,n_reads_pseudogene,n_reads_others))

summary_RNA_seq<-mutate(summary_RNA_seq,  prop = round(nreads/sum(nreads)*100,2))
summary_RNA_seq<-summary_RNA_seq[with(summary_RNA_seq, order(-nreads)),]
summary_RNA_seq$class<-factor(summary_RNA_seq$class, levels=c('protein_coding', 'lncRNA','pseudogene','others' ))

knitr::kable(summary_RNA_seq, format = 'pandoc')
```

### Subset for protein-coding, lncRNAs, and pseudogenes

```
count_data_a<-count_data[rowSums(count_data)>0,]
count_data_annotated<-merge(count_data_a,annotation.ensembl.symbol, by.x="row.names", by.y="ensembl_gene_id", all.x=TRUE, all.y=FALSE)
count_data_annotated<-count_data_annotated[count_data_annotated$gene_biotype %in% c('protein_coding', 'lncRNA','pseudogene'),]
count_data_annotated_length<-gene.length[gene.length$ensembl_gene_id %in% count_data_annotated$Row.names, 2]
```

### Calculate CPM, FPKM, TPM

```
count_data_b<-count_data_annotated[,c(2:23)]
rownames(count_data_b)<-count_data_annotated$Row.names

lib_size <- base::colSums(count_data_b)
norm_factors <- edgeR::calcNormFactors(object = count_data_b, lib.size = lib_size, method = "TMM")

#FPKM
data_fpkm<-edgeR::rpkm(sweep(count_data_b, 2, norm_factors, "/"), count_data_annotated_length)

#CPM
data_cpm<-edgeR::cpm(sweep(count_data_b, 2, norm_factors, "/"),normalized.lib.sizes = TRUE,log = FALSE)

#TPM
x <- count_data_b / count_data_annotated_length
data_tpm <- data.frame(t( t(x) * 1e6 / colSums(x) ))
rownames(data_tpm)<-count_data_annotated$Row.names

keep<-rowSums(data_fpkm>1) >=5
data_fpkm_filtered<-data_fpkm[keep,]
keep<-rowSums(data_cpm>1) >=5
data_cpm_filtered<-data_cpm[keep,]
genes_expressed<-intersect(rownames(data_fpkm_filtered), rownames(data_cpm_filtered))

data_tpm<-data_tpm[rownames(data_tpm) %in% genes_expressed,]

data_fpkm_filtered<-data_fpkm_filtered[rownames(data_fpkm_filtered) %in% genes_expressed,]
data_cpm_filtered<-data_cpm_filtered[rownames(data_cpm_filtered) %in% genes_expressed,]

count_data_filtered<-count_data[rownames(count_data) %in% genes_expressed,]
```

### Gene summary

```
table(annotation.ensembl.symbol[annotation.ensembl.symbol$ensembl_gene_id %in% genes_expressed, ]$gene_biotype)
```

```
## 
##         lncRNA protein_coding     pseudogene 
##            228          12105            112
```

### DEG Analysis - Fertility

```
heifer_data <- sample_info

#edgeR
preg<-factor(heifer_data$preg, levels=c("P", "NP"))
breed<-factor(heifer_data$breed, levels=c("ANG","HOL"))
heifer_design<- model.matrix(~ heifer_data$breed + heifer_data$preg)

heifer <-edgeR::DGEList(count=count_data_filtered, group=heifer_data$preg)
heifer <-edgeR::estimateDisp(heifer, heifer_design, robust=TRUE)
heifer_QLFit <- edgeR::glmQLFit(heifer, heifer_design, robust=TRUE)
heifer_QLF <- edgeR::glmQLFTest(heifer_QLFit, coef="heifer_data$pregP")
heifer_edgeR_results_QLF<- edgeR::topTags(heifer_QLF, adjust.method = "fdr", n=Inf)$table

#DESeq2 wald
heifer_DESeq <- DESeq2::DESeqDataSetFromMatrix(countData=count_data_filtered, colData=heifer_data, design= ~ breed + preg)
heifer_Wald<-DESeq2::DESeq(heifer_DESeq, test="Wald")
heifer_DESeq_results_Wald<-DESeq2::results(heifer_Wald, contrast=c("preg",  "P", "NP"), pAdjustMethod="fdr", tidy=TRUE)

#DESeq2 LRT
heifer_LRT<-DESeq2::DESeq(heifer_DESeq, test="LRT", full= ~ breed + preg, reduced= ~ breed )
heifer_DESeq_results_LRT<-DESeq2::results(heifer_LRT, contrast=c("preg",  "P", "NP"), pAdjustMethod="fdr", tidy=TRUE)

heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT<-merge(heifer_edgeR_results_QLF,heifer_DESeq_results_Wald, by.x="row.names", by.y="row")
heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT<-merge(heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT, heifer_DESeq_results_LRT, by.x="Row.names",by.y="row")

heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT<-heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT[with(heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT, order(PValue)),]

heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT[heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT$PValue < 0.002 & heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT$pvalue.x< 0.001 & heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT$pvalue.y < 0.001,  ]
```

```
##               Row.names      logFC   logCPM        F       PValue       FDR
## 1811 ENSBTAG00000004278  0.2149330 5.622078 15.39755 0.0007064172 0.9997511
## 1274 ENSBTAG00000002972 -0.2948188 2.240588 12.99729 0.0015381391 0.9997511
##      baseMean.x log2FoldChange.x    lfcSE.x    stat.x     pvalue.x    padj.x
## 1811  1169.0159        0.2122938 0.05272878  4.026147 5.669837e-05 0.7055545
## 1274   110.8074       -0.2984712 0.08631589 -3.457894 5.444147e-04 0.9998599
##      baseMean.y log2FoldChange.y    lfcSE.y   stat.y     pvalue.y    padj.y
## 1811  1169.0159        0.2122938 0.05272878 16.18059 5.758103e-05 0.7165383
## 1274   110.8074       -0.2984712 0.08631589 11.96050 5.434015e-04 0.9998482
```

```
#heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT_annotated<-merge(heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT, annotation.ensembl.symbol, by.x="Row.names", by.y="ensembl_gene_id", all.x=TRUE, all.y=FALSE)

#write.table(heifer_edgeR_results_QLF_heifer_DESeq_results_Wald_LRT_annotated, "/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/results/Additional_file_3.txt",quote = FALSE, sep = "\t",row.names = FALSE, col.names = TRUE)
```

### Calculate q-value - Fertility

```
#Create the permutations matrix
perm_without_replacement <- function(n, r){
 return(factorial(n)/factorial(n - r))
}

permutation_matrix<-matrix(nrow=10000,ncol=22)
#head(permutation_matrix)
dim(permutation_matrix)

for (i in seq(1:10000)){
 sampling <- sample(1:22,22, replace = FALSE)
 if ( ! identical(sampling , c(1:22))){
 permutation_matrix[i,]<-sample(1:22,22, replace = FALSE)
 }}

permutation_matrix<-permutation_matrix[!duplicated(permutation_matrix),]
dim(permutation_matrix)
#head(permutation_matrix)

#permutation_matrix<-permutation_matrix[sample(1:dim(permutation_matrix)[1], 100),]
rand<-dim(permutation_matrix)[1]

sequence.pvalue<-seq(0.0005, 0.002, 0.0001)

#edgeR
results <- filebacked.big.matrix(length(sequence.pvalue),rand, type="double", init=0, separated=FALSE,
 backingfile="incidence_matrix.bin",
 descriptor="incidence_matrix.desc")
mdesc_result<- describe(results)

cl <- makeCluster(30)
registerDoParallel(cl)
results[,]<-foreach(i = sequence.pvalue, .combine='rbind', .inorder=TRUE, .packages=c("edgeR","bigmemory"), .verbose=FALSE) %:%

 foreach(j = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("edgeR","bigmemory"), .verbose=FALSE ) %dopar%
{

 preg<-factor(heifer_data$preg, levels=c("P", "NP"))
 breed<-factor(heifer_data$breed, levels=c("ANG","HOL"))

 design <- model.matrix(~ breed + preg)
 dds<-DGEList(count=count_data_filtered[,permutation_matrix[j,]], group=heifer_data$preg)
 dds<-estimateDisp(dds, design, robust=TRUE)
 dds <- glmFit(dds, design)
 dds <- glmQLFTest(heifer_QLFit, coef=3)
 length(which(topTags(dds,n=Inf)$table$PValue < i))

 }
stopCluster(cl)
total.rand <- rand * 12065
qvalue<-data.frame(raw.pvalue = sequence.pvalue,
 e.pvalue.edgeR= (rowSums(results[,]+1))/(total.rand+1),
 e.pvalue.edgeR.round= round((rowSums(results[,]+1))/(total.rand+1) ,4))

#qvalue
rm(results)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

#DESEQ2
results.rand <- filebacked.big.matrix(length(sequence.pvalue),rand, type="double", init=0, separated=FALSE,
 backingfile="incidence_matrix.bin",
 descriptor="incidence_matrix.desc")
mdesc_result<- describe(results.rand)
cl <- makeCluster(30)
registerDoParallel(cl)
results.rand[,]<-foreach(i = sequence.pvalue, .combine='rbind', .inorder=TRUE, .packages=c("DESeq2","bigmemory"), .verbose=FALSE) %:%

 foreach(j = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("DESeq2","bigmemory"), .verbose=TRUE ) %dopar%
{

heifer_DESeq <-DESeqDataSetFromMatrix(countData=count_data_filtered[permutation_matrix[j,]], colData=heifer_data, design= ~   breed + preg)
heifer_Wald<-DESeq(heifer_DESeq, test="Wald")
heifer_DESeq_results_Wald<-results(heifer_Wald, contrast=c("preg",  "P", "NP"), pAdjustMethod="fdr", tidy=TRUE)

length(which(heifer_DESeq_results_Wald$pvalue < i))

 }
stopCluster(cl)
#results.rand[1:5,1:5]
total.rand <- rand * 12065

qvalue2<-data.frame(raw.pvalue = sequence.pvalue,
 e.pvalue.DESEQ2= (rowSums(results.rand[,]+1))/(total.rand+1),
 e.pvalue.DESEQ2.round= round((rowSums(results.rand[,]+1))/(total.rand+1) ,4))

rm(results.rand)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

#DESEQ2
results.rand <- filebacked.big.matrix(length(sequence.pvalue),rand, type="double", init=0, separated=FALSE,
 backingfile="incidence_matrix.bin",
 descriptor="incidence_matrix.desc")
mdesc_result<- describe(results.rand)
cl <- makeCluster(30)
registerDoParallel(cl)
results.rand[,]<-foreach(i = sequence.pvalue, .combine='rbind', .inorder=TRUE, .packages=c("DESeq2","bigmemory"), .verbose=FALSE) %:%

 foreach(j = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("DESeq2","bigmemory"), .verbose=TRUE ) %dopar%
{

heifer_DESeq <-DESeqDataSetFromMatrix(countData=count_data_filtered[permutation_matrix[j,]], colData=heifer_data, design= ~  breed + preg)
heifer_LRT<-DESeq2::DESeq(heifer_DESeq, test="LRT", full= ~ breed + preg, reduced= ~ breed )
heifer_DESeq_results_LRT<-DESeq2::results(heifer_LRT, contrast=c("preg",  "P", "NP"), pAdjustMethod="fdr", tidy=TRUE)

length(which(heifer_DESeq_results_LRT$pvalue < i))

 }
stopCluster(cl)
#results.rand[1:5,1:5]
total.rand <- rand * 12065

qvalue3<-data.frame(raw.pvalue = sequence.pvalue,
 e.pvalue.DESEQ2= (rowSums(results.rand[,]+1))/(total.rand+1),
 e.pvalue.DESEQ2.round= round((rowSums(results.rand[,]+1))/(total.rand+1) ,4))
#qvalue2
qvalue4<-cbind(qvalue,qvalue2,qvalue3)
#qvalue4

rm(results.rand)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

write.table(qvalue4,file="/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/results/2022_10_09_efdr.txt", sep = "\t",append = FALSE, quote = FALSE)
```

## Proteome analysis

### Load and process the data

```
holstein_data<- data.frame(read_excel( "/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/220915_Bovine_BS1_01.xlsx"))
angus_data<- data.frame(read_excel( "/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/221101_Bovine_Serum.xlsx"))

holstein_data<-holstein_data[holstein_data$Accession %in% angus_data$Accession,]
angus_data<- angus_data[angus_data$Accession %in% holstein_data$Accession,]

proteome_data<-cbind(holstein_data, angus_data)

row.names(proteome_data)<-proteome_data$Accession
#colnames(proteome_data[, c(38:57, 135:158)])
proteome_data<-proteome_data[, c(38:57, 135:158)]
#colnames(proteome_data)

#head(proteome_data)

proteome_data<- proteome_data[rowSums(is.na(proteome_data))<1,]
proteome_data[is.na(proteome_data)]<-0
proteome_data<-log(proteome_data+0.1, base=2)
```

### Analysis with generalized mixed models

```
heifer_data   <- as.data.frame(read_excel("/mnt/storage/lab_folder/shared_R_codes/fernando/angus_holstein_association/resources/sample_info.xlsx"))
preg_factor   <- rep(as.factor(heifer_data$preg), each=2)
breed_factor  <- rep(as.factor(heifer_data$breed), each=2)
subject_factor<-factor(rep(c("A","B","C", "D", "E", "F", "G", "H", "I", "J", "K", "L", "M", "N", "O", "P", "Q", "R", "S", "T", "U", "V"),each=2))
cluster<-rep(as.factor(c("C1","C1","C2","C2","C2","C2","C2","C2","C2","C2","C2","C1","C2","C2","C2","C1","C1","C1","C1","C1","C1","C1")), each=2)
```

```
data_frame_results<-data.frame()

How the deposited data were processed for this re-analysis (not part of the article)

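Circulating white blood cells of 22 heifers were profiled by RNA sequencing: 7 Angus Sub-Fertile, 5 Angus Fertile, 5 Holstein Sub-Fertile and 5 Holstein Fertile heifers, with 1 library per heifer. The authors aligned the reads to the ARS-UCD1.2 genome with hisat2, removed secondary alignments, unmapped reads and duplicates with Samtools and biobambam2, and counted fragments per Ensembl gene with featureCounts. The submitters' processing notes name ARS-UCD1.2, HISAT2 and SAMtools without versions, and the strand setting of featureCounts is not given in the sources used here. The deposited values are raw counts of 27607 genes, of which 4389 have a count in no heifer. The group of each heifer came from the sample labels, and the paper gives the same group sizes. The genotypes and the plasma proteins of the paper were not analysed here, apart from the genomic relatedness of the heifers, which was read from Additional file 2.

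The design follows the code of Additional file 1. Genes with a CPM above 1 in at least 5 heifers were kept, with counts scaled by TMM for this filter, which left 13535 genes. The filters of the paper on FPKM and on gene biotype could not be applied without gene lengths and biotypes of these genes. The model in edgeR 4.0.16 (R 4.3.3) had terms for breed and fertility group over all heifers, with the sums of the counts as library sizes and robust estimation, and coefficients were tested with the quasi-likelihood test. The interaction of breed and fertility was tested in a model that held it. The Wald and likelihood ratio tests came from DESeq2 1.42.0. The rule of the authors' code for a differing gene was an edgeR p under 0.002 and a p under 0.001 in both DESeq2 tests, and genes for the factor analysis had a p under 0.01 in the 3 tests. The eFDR of the paper was not recomputed, and multi-omics factor analysis was not run. Principal components came from variance-stabilized counts (5000 genes sampled for the trend) of the 500 most variable genes. Permutation tests used scipy 1.17.1 and numpy 2.4.6 on Python 3.11.15, with all regroupings within breeds for single genes and 100000 resamples for groups of 10 or more heifers, and were two-sided unless a direction is given. Correlations were taken over the 22 heifers with breed and fertility group taken out. For the first principal component and log2 total counts, breed alone was taken out.

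Total counts per heifer ranged from 12182400 to 49228035 (median 23158374). The model was tested on simulated data with the real means and library sizes and 200 changed genes. For fertility over 13535 genes, the edgeR quasi-likelihood test recovered 32% of genes changed 1.2-fold, 86% of genes changed 1.5-fold, 96% changed 2-fold and 100% changed 4-fold, with 7 false calls. The rule of 3 tests recovered 21, 44, 48 and 50 of the 50 genes of each fold, with 19 false calls. For breed the shares were 32%, 84%, 92% and 100%, with 6 false calls, and for the interaction 2%, 22%, 68% and 94%, with 1 false call. The simulated heifers were independent of each other, which the close pairs of real heifers were not.

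The genes named in the text follow a rule: the genes the paper names whose transcripts are measured, the genes at a p under 0.01 in the 3 fertility tests, the genes at an adjusted p under 0.05 for breed, the 5 named genes with the smallest interaction p, and up to 4 members of each gene list with the smallest p. The values of Additional file 4 had been seen when the rule was written. The genes of the breed test of DESeq2, MKI67, MCM2 and RRM2 were named after their values were seen. Of 19 genes the rule takes from the paper, 9 have a name here. The 20 lists hold 623 genes: neutrophil, monocyte, T cell, B cell, natural killer and cytotoxic cell, platelet and megakaryocyte, red blood cell, eosinophil and basophil, interferon response, inflammation, oxidative phosphorylation, mitochondrial ribosome, cytosolic ribosome, DNA replication and cell cycle, cholesterol and fatty acid synthesis, fatty acid oxidation, glycolysis, axonemal dynein and motile cilium, N6-methyladenosine machinery, and immediate early and heat shock genes. Because names were at hand only for the genes of smallest p, no test of a whole list was run, and a count adjusted over a list alone takes its unnamed members as not passing.

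The closeness of 2 heifers was measured as their biological coefficient of variation, from the common dispersion of the 2 libraries over genes with a mean CPM above 20. A close pair is 2 heifers that are each nearest to the other, with a coefficient under 0.5 of the median of all pairings. Alternatives were TMM factors, other filters on low counts, estimation that was not robust, no breed or no fertility term, each breed alone, each heifer left out in turn, DESeq2, other principal components and other choices of genes for the separation of heifers. After the data had been seen, fits without heifers 10 and 18 and with the first principal component or log2 total counts in the model were added. Fits with the close pairs as blocks were added then too. In these, the 6 heifers outside a close pair add nothing to the comparisons. Fertility is then compared only within the 6 pairs that join both fertility groups, and breed within the 4 pairs of 2 breeds.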

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

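The tests of library depth and of fertility group for the cell cycle transcripts, the test of transcripts set apart in both heifers of a pair, and the fits without heifers 10 and 18, were chosen after the result was seen.

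In 8 of 100 groups of heifers tested, over 25 measures, 1 heifer stood apart from its group by a gap, as a share of the group's range, above the critical value of Dixon's test, where chance gives about 5. The log2 CPM of ATP5MC1 was lowest in Angus Sub-Fertile heifer 16 (gap 0.569) and highest in Angus Fertile heifer 18 (gap 0.738). CCDC34 was highest in the same heifer 18 (gap 0.728). MYDGF was lowest in Holstein Sub-Fertile heifer 4 (gap 0.724), and MRPS24 was lowest in Angus Fertile heifer 22 (gap 0.800). Total counts were highest in Holstein Fertile heifer 10 (38118108, gap 0.794). The second principal component was lowest in Holstein Sub-Fertile heifer 3 (gap 0.760) and highest in Holstein Fertile heifer 10 (gap 0.723). Of the 8 heifers and measures, 4 belong to heifers 10 and 18.

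Transcripts of DNA replication and the cell cycle were high in Holstein Fertile heifer 10 and Angus Fertile heifer 18. Library depth and a few abundant genes are argued against, because the total counts of 2 of the 2 heifers, and the share of counts in the 10 most abundant genes of 2 of the 2, lay inside the range of the other 20 heifers. Shared ancestry is argued against by a genomic relatedness of −0.216 between them, within 1 SD (0.0118) of the median of −0.213 for heifers of 2 breeds. A difference between the fertility groups may still play a part. Of the difference between Fertile and Sub-Fertile heifers, 24.6% was left without the 2 heifers (0.167, jackknife 95% interval −0.438 to 0.772). This interval reaches from no difference to the whole of it. The 37 transcripts averaged have a name because their fertility p-values on these heifers were small, so part of what was left may come from that choice. With the close pairs as blocks 33 of the 37 were lower in Fertile heifers and 4 higher (median −0.09). Heifers 10 and 18, a pair of Fertile heifers, add nothing to the fertility difference in that fit. More dividing cells in the blood of both heifers stay open, untested, and so does a link of the 2 libraries as a close pair. Transcripts set apart numbered 15 in heifer 10 and 16 in heifer 18, and those set apart in both are counted in each. Of these, 14 and 16 were beyond the range of the heifers outside the pair in the partner too. RNA of the same animal and a shared handling step would both give this. More dividing cells in both heifers would give it too for cell cycle transcripts such as RRM2. That transcript was at 290 CPM in heifer 10 and 282 CPM in heifer 18, against at most 127 CPM in the others. The overlap thus does not tell these explanations apart.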

How the results depend on the processing

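The fits without heifers 10 and 18, with the first principal component or log2 total counts in the model, and with the close pairs as blocks were chosen after the data were seen. No paired analysis by heifer number was possible because heifers are numbered 1 to 22 and no 2 groups share a number, and the close pairs come from the counts and not from the design. Tests of whole gene lists, a myeloid score as a covariate and filters on FPKM were not run, because too few genes have a name or a length here.

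Of 1878 values of 58 named log2 fold changes under the alternatives, 1864 kept their direction. With the close pairs as blocks 13 changed sign: MMP9 (0.020), QSOX1 (−0.010), BANK1 (0.035), ITGA2B (−0.00016), GP9 (−0.021), TMCC2 (−0.131), CCR3 (−0.041), FCER1A (0.076), DTYMK (−0.019), MCM4 (−0.036), LDHB (−0.016), DNAL1 (0.052) and YTHDC1 (0.013). In Angus heifers alone HADHA did (−0.052).

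For fertility, 0 genes passed an adjusted p under 0.05 in the edgeR quasi-likelihood test in every alternative, and in the Wald test of DESeq2 (529 at an unadjusted p under 0.05). The genes at an unadjusted p under 0.05 (354) numbered 750 without a filter on low counts, where more genes were tested, 1247 in Holstein heifers alone, 124 without heifers 10 and 18, 639 with the close pairs as blocks, and 141 (without heifer 10) to 580 (without heifer 22) when 1 heifer was left out, with 224, 185 and 534 without heifers 3, 18 and 21. The rule of 3 tests (2 genes) gave 0 without a breed term, 1 without heifers 10 and 18, 4 with the first principal component and 4 with log2 total counts in the model, 1 with the close pairs as blocks, and 1 to 7 when 1 heifer was left out: 1 without heifer 3, 4, 6, 8, 10, 11 or 18, 4 without 14 or 15, 5 without 1, 12 or 22, and 7 without 21. Without a filter on low counts it gave APMAP and a gene other than DNAI7, whose edgeR p was then 0.00392. The genes at a p under 0.01 in 3 tests (25) numbered 38 with TMM factors (23 of the 25 among them), 43 without a filter (19 of the 25), 16 without a breed term (11 of the 25), 40 and 41 with the first principal component and log2 total counts (23 of the 25 in each), 8 without heifers 10 and 18, 12 with the close pairs as blocks (0 of the 25), and 7 (without heifer 10) to 67 (without heifer 22) when 1 heifer was left out, with 12 without 18, 13 without 3, 16 without 11 or 17, 38 without 15, 40 without 7 or 20, 44 without 19, 47 without 14, 51 without 6 and 57 without 21. Separation by these genes (2 heifers on the wrong side) was 4 with genes of the edgeR test alone and 6 without centring within breed.

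For breed, DESeq2 gave 10 genes at an adjusted p under 0.05 where the edgeR quasi-likelihood test gave 0 in every alternative. The genes at an unadjusted p under 0.05 (1440) numbered 488 with the first principal component in the model, 233 with the close pairs as blocks, and 1019 (without Holstein Fertile heifer 8) to 2188 (without Holstein Sub-Fertile heifer 1) when 1 heifer was left out. For the interaction, edgeR and DESeq2 gave 0 adjusted, and the genes at an unadjusted p under 0.05 (1408) numbered 2334 without heifers 10 and 18 and 959 to 2010 when 1 heifer was left out. Apart from the larger number of genes without a filter, the cause was not tested for any of these changes. At this depth and number of heifers, fold changes near 1.2 were recovered in 32% of simulated genes. The simulation held 200 changed genes, which eases the Benjamini-Hochberg limit, so the share may be lower in the real data. Differences of the size of APMAP and DNAI7 in other genes would thus mostly be missed.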

Differences from the paper's values

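No value set beside the paper's differed from it by more than 1.5 times and more than its spread. The paper quantified 12,445 genes, and 13535 passed the filter on CPM alone, without the further filters of the paper on FPKM and biotype. Of the 22 genes at a p under 0.01 in 3 tests in the authors' results in Additional file 4, 21 were among the 25 found here.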

Other observations

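The tests of close pairs within 1 group, of depth as the whole cause of close pairs, of transcripts set apart in both heifers of a pair, of other splits for the adjusted counts of fertility and breed, and of splits that parted as many close pairs as the real one, and the fits with close pairs as blocks, were chosen after the result was seen.

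Few markers of blood cells other than neutrophils have a name here, and no direction of a cell type can be read from them. The platelet transcripts ITGA2B and GP9 had log2 fold changes of Fertile over Sub-Fertile of 0.28 (standard error 0.122) and 0.63 (standard error 0.318), and TMCC2, on the red blood cell list, had 0.59 (standard error 0.267, and 0.39 without heifer 18). BANK1, of B cells, had −0.16 (standard error 0.099, and −0.10 without heifer 10), CCR3, of eosinophils, 0.32 (standard error 0.180), and FCER1A, of basophils, −0.28 (standard error 0.159). YTHDC1 and YTHDC2, which bind the N6-methyladenosine that FTO removes, were at −0.12 (standard error 0.053) and −0.10 (standard error 0.049). With the close pairs as blocks all 6 cell markers and YTHDC1 changed sign (ITGA2B −0.00016, GP9 −0.021, TMCC2 −0.131, BANK1 0.035, CCR3 −0.041, FCER1A 0.076 and YTHDC1 0.013). By the edgeR quasi-likelihood test ITGA2B, TMCC2 and YTHDC1 had an unadjusted p under 0.05, and of the 15, 17, 17, 14 and 19 genes of these lists 0 had an adjusted p under 0.05 or passed when adjusted over the list alone, and 0 passed by DESeq2. The lists of monocytes, T cells, natural killer and cytotoxic cells, interferon response, and immediate early and heat shock genes have no member with a name here.

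The fertility difference was not shown to differ between the breeds for any gene. The interaction gave 0 genes at an adjusted p under 0.05 by the edgeR quasi-likelihood test (lowest adjusted p = 0.463) and 0 by DESeq2, with 1408 and 1657 at an unadjusted p under 0.05. The named genes with the smallest interaction p were AMIGO2 (0.66 in Holstein minus Angus log2 fold change, standard error 0.182), BCKDHB (0.48, standard error 0.137), OSBPL6 (0.80, standard error 0.230), C7H19orf44 (−0.95, standard error 0.286) and BST1 (−0.89, standard error 0.274). AMIGO2 was at 25.0 ± 5.23 CPM (SD, n = 5) in Holstein Fertile against 17.1 ± 1.88 CPM (SD, n = 5) in Holstein Sub-Fertile heifers, and at 17.4 ± 2.27 CPM (SD, n = 5) in Angus Fertile against 18.8 ± 2.53 CPM (SD, n = 7) in Angus Sub-Fertile heifers. Other splits say nothing of the 0 genes at an adjusted p under 0.05, since all 100 splits within breeds reach 0 (highest other 148). For the 1408 genes of the edgeR test at an unadjusted p under 0.05, chance would give 677 in independent heifers. Some other splits gave more than 1408 (highest 2576), so chance cannot be excluded for this number.

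Chance could not be excluded for the fertility results. The splits of the heifers within breeds numbered 100, the real one included. Of these splits, 75 gave at least as many genes by the rule of 3 tests as the real one (2, highest other 188). In 72 there were at least as many genes at a p under 0.01 in 3 tests (25, highest other 650). These splits part 1 to 8 of the close pairs, and of the 8 others that part 6, as the real one does, 2 gave at least as many genes by the rule of 3 tests and 2 at a p under 0.01 in 3 tests, too few splits for a share under 0.05. With genes chosen anew, 35 of the 100 splits, the real one included, left as few heifers on the wrong side as the real one (2, fewest in another split 1). The 8 others that part 6 pairs left 3 to 8 heifers on the wrong side, more than the real one. They are again too few splits for a share under 0.05. For the 0 genes at an adjusted p under 0.05 the splits decide nothing, since all 100 reach 0 (highest other 2). Some splits thus called many times the genes of the real one, which points to a structure of the samples other than fertility.

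The close pairs of heifers, 8 among 22 heifers, are such a structure, and they differed less in log2 total counts (mean 0.469) than heifers paired at random (mean 0.792, one-sided permutation p = 0.0406), so depth may have a part in them. Depth as their whole cause is argued against by other pairings of as equal depth. The lowest coefficient of variation was 0.0987 in 72 other pairings that differed no more in depth than the median close pair. It was 0.116 in the 12 that differed no more than the close pair of most equal depth. Both had to lie above every close pair, because the close pairs are the closest of all pairings. Their median is not set by this choice. It was 0.170 in the 72 pairings, against 0.172 in all 223 other pairings and at most 0.0821 in the close pairs. Over the other pairings, the difference in depth and the coefficient had a rank correlation of 0.209. Equal depth alone thus did not bring the closeness of the close pairs. Shared ancestry is argued against for the 4 close pairs of 2 breeds, whose relatedness lay within 1 SD of the median for such pairings. The close pairs of 1 breed had a mean relatedness of 0.151, against 0.125 ± 0.0661 (SD) in other pairings of 1 breed. It was 0.0989 to 0.134 in the 3 Angus pairs, within 1 SD of the mean of those other pairings. These values argue against shared ancestry for the 3 Angus pairs too. Shared ancestry stays open for Holstein heifers 5 and 6, at 0.269. Shared breed and fertility are argued against by 0 close pairs within 1 group. RNA of the same animal in both libraries may or may not be involved. Transcripts over 2 times or under 0.5 times the level of every heifer outside the pair were sought in each heifer. A transcript set apart in both heifers of a pair thus counts as 2 cases. In the 6 closest pairs, 85.3% of cases were beyond the range of the heifers outside the pair in the partner too. These were 39 of 42 in heifers 13 and 22, 30 of 31 in heifers 10 and 18, and 12 of 22 in the other 4 pairs. The share was 43.8% in the other 2 pairs (7 of 16) and 10.3% in other pairings. RNA of the same animal cannot be told apart from a shared handling step, since the sources used here give no batch. Over the 100 splits, the more close pairs a split parted the fewer genes it gave at an unadjusted p under 0.05 (Spearman rho = −0.593). The permutation p over splits was 1e-05, the smallest the permutations can give. All splits regroup the same 22 heifers, so this p depends on the number of splits drawn and not on independent animals. The real split parted 6 pairs and gave 354, while 3 of the 8 other splits that parted 6 gave at least as many.

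More genes had an unadjusted p under 0.05 for breed (1440) than chance would give in independent heifers (677). Of 100 splits within the fertility groups, the real one included, 12 gave at least as many (highest other 2178, median of the others 550). Of the 30 others that parted 4 close pairs like the real one, 2 did, so chance cannot be excluded. All 100 reach the 0 genes at an adjusted p under 0.05 (highest other 23), which decides nothing. Library depth cannot be told apart from breed: 1081 genes were left with log2 total counts in the model, but the limit set for excluding depth (1723, from splits fitted without that term) lay above the 1440 genes without it, so the test could not exclude depth. Age and estrus synchronization differ with breed and stay open, untested. With the close pairs as blocks 233 genes were left, but that fit compares the breeds only within the 4 pairs of 2 breeds.

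Other hypotheses were tested on the values left after breed and fertility were taken out. For the first principal component and log2 total counts, breed alone was taken out. The Pearson and Spearman p-values were adjusted over 3 relations. APMAP and DNAI7 had r = 0.115 (permutation p = 0.606, adjusted p = 0.606; 95% interval −0.345 to 0.531) and rho = 0.202 (p = 0.368, adjusted p = 0.408), and r = 0.0280 without heifers 1 and 5, so a shared control of both transcripts is neither shown nor excluded. The link of DNAI7 to the cell cycle transcripts (r = −0.290, interval −0.649 to 0.175) is as open. The first principal component and log2 total counts had r = −0.370 (permutation p = 0.0902, adjusted p = 0.271) and rho = −0.382 (p = 0.0800, adjusted p = 0.240), r = −0.247 without heifers 20 and 21, and r of −0.702 within Angus and 0.180 within Holstein heifers, so depth as a source is undecided. Related heifers of a breed did not have measurably more similar transcriptomes, with r = −0.0118 between relatedness and expression correlation over 111 pairings (permutation of heifers, p = 0.872).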
